# PD-1/PD-L1 checkpoint blockade harnesses monocyte-derived macrophages to combat cognitive impairment in a tauopathy mouse model

**DOI:** 10.1038/s41467-019-08352-5

**Published:** 2019-01-28

**Authors:** Neta Rosenzweig, Raz Dvir-Szternfeld, Afroditi Tsitsou-Kampeli, Hadas Keren-Shaul, Hila Ben-Yehuda, Pierre Weill-Raynal, Liora Cahalon, Alex Kertser, Kuti Baruch, Ido Amit, Assaf Weiner, Michal Schwartz

## Abstract

Alzheimer’s disease (AD) is a heterogeneous disorder with multiple etiologies. Harnessing the immune system by blocking the programmed cell death receptor (PD)-1 pathway in an amyloid beta mouse model was shown to evoke a sequence of immune responses that lead to disease modification. Here, blocking PD-L1, a PD-1 ligand, was found to have similar efficacy to that of PD-1 blocking in disease modification, in both animal models of AD and of tauopathy. Targeting PD-L1 in a tau-driven disease model resulted in increased immunomodulatory monocyte-derived macrophages within the brain parenchyma. Single cell RNA-seq revealed that the homing macrophages expressed unique scavenger molecules including macrophage scavenger receptor 1 (MSR1), which was shown here to be required for the effect of PD-L1 blockade in disease modification. Overall, our results demonstrate that immune checkpoint blockade targeting the PD-1/PD-L1 pathway leads to modification of common factors that go awry in AD and dementia, and thus can potentially provide an immunotherapy to help combat these diseases.

## Abstract (web summary)

Blocking the PD-1 pathway was shown to be effective in amyloid beta mouse models, yet little is known about its therapeutic potential in models of tauopathy. The authors show here that blocking PD-L1, a PD-1 ligand, is similarly effective, and that both treatments reversed cognitive deficiencies, and modified disease pathology not only in an animal model of AD, but also in the DM-hTAU mouse tauopathy model, through a mechanism that involves monocyte-derived macrophages.

## Introduction

Alzheimer’s disease (AD) is a highly heterogeneous disease, in which several genetic risk factors have already been identified^1–4^. Yet, despite decades of research, therapies that individually target such identified risk factors have largely failed^5–9^, suggesting that addressing single disease-associated factors, even critical ones, while possibly effective, is apparently insufficient for modifying the disease.

Over the last two decades, it became clear that systemic immune cells are important players in brain maintenance and repair, with implications to brain aging and neurodegenerative conditions^10–15^. Moreover, systemic immune deficiency has been associated with cognitive dysfunction^13^, behavioral dysfunction^14^ and reduced ability to cope with neurodegenerative conditions, including Amyotrophic lateral sclerosis (ALS)^16^ and AD^17^. Accordingly, boosting recruitment of monocyte-derived macrophages to sites of brain pathology in several mouse models of AD, resulted in reduced brain pathology, in general, and reduced plaque burden, in particular^18–24^.

We previously reported that recruitment of monocyte-derived macrophages is dependent on systemic availability of IFN-γ-producing CD4^+^ T cells^25,26^. In line with this finding, several independent studies have highlighted the negative role of overwhelming systemic immunosuppressive cells, or of immunosuppressive cytokines in AD pathology^26–28^. These results and others led us to envision that empowering the peripheral immune system would facilitate the recruitment of disease-modifying leukocytes to the brain parenchyma. Testing this premise in an amyloid-beta-driven AD mouse model, 5XFAD^29^, led us to discover that transient reduction of systemic immune suppression (by reducing systemic levels of FoxP3 regulatory T cells or by blocking the inhibitory programmed-death (PD)-1 immune checkpoint pathway), could lead to Alzheimerʼs disease modification^26,30^.

Here, we hypothesized that immune checkpoint blockade might activate common immune-dependent repair mechanisms,  irrespective of the primary cause of the disease pathology. We found that targeting PD-1 or its PD-L1 ligand could modify AD pathology in a mouse model of amyloid pathology, 5XFAD, as well as in an animal model of tau pathology, expressing the human-tau gene with two mutations associated with frontotemporal dementia (DM-hTAU)^31^. In DM-hTAU mice, systemic administration of anti-PD-L1 blocking antibody mitigated both cognitive deficits as well as pathological manifestations of the disease, and modified the immunological milieu of the brain. Moreover, single-cell RNA-Seq revealed a unique reparative role of the infiltrating monocyte-derived macrophages, which substantiated their beneficial role in the anti-PD-L1 Alzheimer's disease therapy.

## Results

### Monthly treatment with anti-PD-1 antibody delays cognitive decline and supports neuronal rescue

In our recent study, we showed that in male 5XFAD mice, administration of two injections of anti-PD-1 antibody (0.25 mg at a 3-day interval) resulted, 1 month later, in reversal of cognitive loss and modification of some of the pathological features of AD^30^. Here, we first repeated this experiment in female mice to ensure that the treatment is effective in both genders, and also tested if a single dose of 0.5 mg anti-PD-1 antibody could be as effective as two injections of 0.25 mg given in at 3-day interval^30^. To this end, 5XFAD female mice were treated with either two injections of 0.25 mg or with a single injection of 0.5 mg of anti-PD-1. Spatial learning/memory function was assessed 1 month later using the radial arm water maze (RAWM) task. Both treatment regimens provided a similar beneficial effect on cognitive performance, relative to treatment with isotype-matched IgG2a control antibody (Supplementary Fig. 1). Therefore, for our subsequent experiments, we used a single injection of the antibody at the indicated dose, rather than a split dose, and worked with both male and female mice, as indicated throughout this study.

To examine whether the beneficial effect associated with PD-1 blockade could delay cognitive decline, we treated a cohort of 5XFAD mice (female and male, in equal proportions in all tested groups; approximately 3.5 months of age) with anti-PD-1 antibody, and continued the treatment once a month for an additional 2 months (a single injection of 0.5 mg once every 4 weeks) (Fig. 1a). We evaluated these mice for their spatial learning and memory performance twice, first at 5.5 months and subsequently at 6.5 months of age (changing the cues for the second RAWM test). Our results revealed that while at the age of 5.5 months, the control IgG-treated animals showed residual learning/memory skills in this maze, and thus exhibited some learning on the last trial of the second day (Fig. 1b), by the age of 6.5 months, disease progression was further manifested in these IgG-control-treated mice, with an additional decrease in functional performance (Fig. 1c, d). In contrast, the anti-PD-1-treated group retained learning capacity. Figure 1d illustrates the decline in the performance of the IgG-treated mice between the average ages of 5.5 and 6.5 months, in contrast to the anti-PD-1 antibody-treated group. Notably, some animals in all groups showed motor deficits and could not complete the swimming task; these animals were not included in the behavioral analysis, regardless of the treatment group, but were included in the pathological and histological studies, as detailed below.

**Fig. 1:**
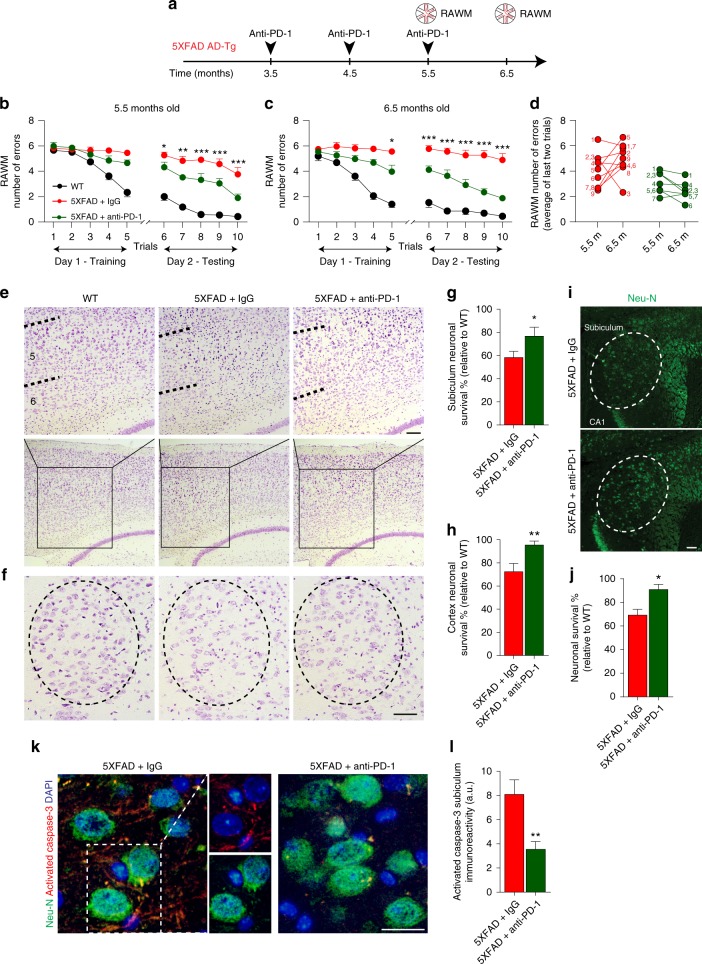
Early treatment with anti-PD-1 antibody delays cognitive loss and rescues neurons in 5XFAD mice. 5XFAD mice were treated with either PD-1–specific antibody or IgG control starting at an average age of 3.5 months, and continued once a month (total of three injections). Experimental design is presented in (**a**). Black arrows indicate time points of treatment. Time points of cognitive testing are also indicated. **b** RAWM performance of 5.5-month-old anti-PD-1-treated mice (*n* = 7), control antibody (IgG)-treated 5XFAD mice (*n* = 9), and wild-type (WT) animals (*n* = 8). **c** RAWM performance of the same mice one month later (6.5-month-old). (Two-way repeated-measures ANOVA and Dunnett’s post-hoc test for multiple comparisons between the two treated groups.) **d** Comparison of the performance of anti-PD-1 and IgG-treated groups at 5.5 and 6.5 months; values indicating the number of errors for each mouse, taken from the last measurement on the second day of the test. **e**, **f** Representative Cresyl violet-stained images of the cortex and subiculum, and **g**, **h** quantitative analysis of IgG-treated 5XFAD mice (*n* = 9) as compared to anti-PD-1-treated 5XFAD mice (*n* = 7); the WT (*n* = 7) controls that were analyzed were used to calculate the percentage of surviving neurons. **i**, **j** Images and quantitative analysis of Neu-N^+^ neurons in the subiculum of anti-PD-1-treated 5XFAD mice (*n* = 7), and IgG-treated 5XFAD mice (*n* = 9), respectively; the WT controls (*n* = 7) that were analyzed were used to calculate the percentage of surviving neurons. Neuronal survival is presented relative to the number of the pyramidal neurons in the age-matched WT littermates. **k**, **l** Representative immunofluorescence images and quantitative analysis of Neu-N^+^ neurons (green) in the subiculum, showing increased immunoreactivity of Activated Caspase-3 (red) in IgG-treated 5XFAD mice (*n* = 9), in comparison to anti-PD-1-treated 5XFAD mice (*n* = 7) (Student’s *t* test). Scale bars, 50 μm (**e**, **f**), 100 μm (**i**), and 25 μm (**k**). Data are presented as mean ± s.e.m.; *P < 0.05, **P < 0.01, ***P < 0.001

In AD, neuronal loss was reported to correlate with impairment in spatial learning/memory skills^32–34^. We evaluated neuronal survival in the brains of these mice, after the final behavioral test, using Cresyl violet staining^35,36^. This staining revealed a reduction in large pyramidal neurons in both the cortex and subiculum, relative to age-matched wild-type (WT) littermates (Fig. 1e–h), as previously reported^35^. However, a significantly higher number of surviving cells was found in the anti-PD-1-treated 5XFAD mice relative to the IgG control-treated group (Fig. 1e–h). Neuronal survival was also assessed by immunostaining for Neu-N, a nuclear marker of mature neurons, revealing a higher number of Neu-N immunoreactive cells in the subiculum of the anti-PD-1-treated mice compared to the IgG control group (Fig. 1i, j). These results suggested that treatment with PD-1 contributed to neuronal protection/rescue. Importantly, when we included in the analysis mice that failed to complete the cognitive task due to the motor deficits, the results were not altered, and remained just as robust (Supplementary Fig. 2).

The molecular mechanisms underlying neuronal loss in AD have been previously linked to neuronal Caspase-3 activation, which is involved in the apoptotic death of these cells^35,37^. We therefore examined the subiculum of the same brains to determine whether the treatment with anti-PD-1 was associated with a reduction in the levels of activated Caspase-3 in Neu-N^+^ cells. We found that mice treated with anti-PD-1 antibody showed a reduction in activated Caspase-3 immunoreactivity in Neu-N^+^ neurons, as compared to the IgG-treated group (Fig. 1k, l).

### Blockade of PD-L1 in 5XFAD mice mitigates cognitive deficits and cerebral pathology

PD-1 can interact with both PD-L1 and PD-L2 ^38^. To test a more specific inhibitor of these checkpoint pathways, we used PD-L1 blockade. Notably, PD-L1 is expressed by several cell types, including myeloid cells, epithelial cells and regulatory T cells^38^. We compared the blocking effect of PD-L1 and PD-1 on disease manifestations (a scheme depicting the experimental design for all antibodies tested in this set of experiments is shown in Fig. 2a). In the first experiment, 6-month-old 5XFAD mice were treated with a single dose of anti-PD-L1 antibody (0.1, 0.5, or 1.5 mg per mouse), injected intraperitoneally. Mice were assessed 1 month later, using RAWM. While 0.1 mg of anti-PD-L1 did not have any effect on cognitive performance compared to treatment with IgG2b, the relevant isotype control, both 0.5 and 1.5 mg doses had a similar beneficial effect; the higher dose was slightly superior, though the difference was not significant (Fig. 2b). To compare the efficacy of blocking PD-1 or blocking PD-L1, we performed an additional experiment in which we subjected 5XFAD mice to either a single injection of 0.5 mg of anti-PD-1 antibody or anti-PD-L1 antibody. We found that anti-PD-L1 antibody treatment was similarly effective as the anti-PD-1 antibody in altering cognitive outcome (Fig. 2c). The two groups of mice treated with IgG2a or IgG2b isotype-matched control antibodies for the anti-PD-1 and anti-PD-L1 groups, respectively, gave similar results in the behavioral studies, and were combined in the final analysis. At the end of the behavioral studies, brains were removed after perfusion and were used to assess effects on pathological and morphological aspects of the disease by immunohistochemistry. The results revealed a similar reduction in plaque burden (measured by the number of plaques and by the area covered by the plaques) in the dentate gyrus (DG) and cortex, and in gliosis (measured by Glial Fibrillary Acidic Protein (GFAP)-immunoreactivity) in both anti-PD-1 and anti-PD-L1 treatment groups, as compared to the IgG-treated group (Fig. 2d–g). In the results presented in Fig. 2c–g, animals that showed motor deficits, irrespective of the treatment, were excluded from the behavioral analyses, and from the histology presented in Fig. 2d–g. Notably, however, the effect of PD-1 and PD-L1 blockade, on plaque pathology and GFAP, was also significant when those animals that exhibited motor deficits were included in the analysis of the effect on brain pathology (Supplementary Fig. 3). Brain sections from this experiment were also used to evaluate the effect on the presynaptic marker, synaptophysin^29^. We observed a higher immunoreactivity specific to synaptophysin in both the anti-PD-1- and anti-PD-L1-treated groups relative to mice treated with IgG (Fig. 2h, i). We also determined the effects of PD-1 or PD-L1 blockade on the cytokine milieu of the hippocampi of the treated mice using real-time (RT)-qPCR. The results showed reduced *il-12p40* levels, and elevation of *il-10* relative to the IgG-treated 5XFAD mice (Fig. 2j, k), in the hippocampi of mice treated with either anti-PD-1 or anti-PD-L1.

**Fig. 2:**
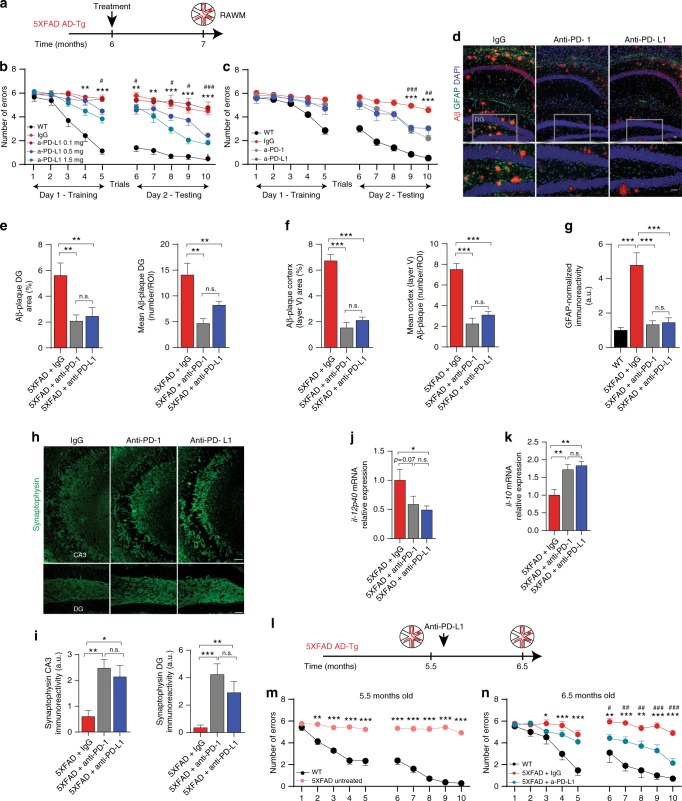
Blockade of PD-L1 overcomes loss of cognitive performance and reduces cerebral pathology in 5XFAD mice. 5XFAD mice were treated with either anti-PD-1, anti-PD-L1 or IgG. Experimental design is presented in **a**. **b** RAWM performance of WT littermates (*n* = 10), and of mice treated with 0.1 mg/mouse (*n* = 8), 0.5 mg/mouse (*n* = 9), or 1.5 mg/mouse (*n* = 9), of anti-PD-L1 antibody, or with 1.5 mg/mouse IgG (*n* = 10). **c** RAWM performance of WT (*n* = 19), and of 5XFAD mice treated with either 0.5 mg of anti-PD-1 antibody (*n* = 14), or with 0.5 mg of anti-PD-L1 antibody (*n* = 7); IgG control antibody (*n* = 6 IgG2a; *n* = 9 IgG2b). Two-way repeated-measures ANOVA and Dunnett’s post-hoc test for multiple comparisons between each anti-PD-1-treated group and the IgG-treated groups (*P < 0.05, **P < 0.01, ***P < 0.001) and between Anti-PD-L1 and IgG-treated groups (^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001) . Results shown are pooled from two experiments. **d**–**g** Analysis of disease pathology from a single experiment; one hemisphere of each brain was taken for histology and one for quantitative measurements of mRNA. **d** Representative immunofluorescence images of brains stained for Aβ (in red), GFAP (in green) and DAPI nuclear staining (scale bars, 100 μm). **e**, **f** Quantitative analysis of Aβ in anti-PD-1-treated mice (*n* = 9), anti-PD-L1-treated mice (*n* = 7), and IgG-treated (*n* = 9) mice. **g** GFAP in anti-PD-1-treated (*n* = 9), anti-PD-L1-treated mice (*n* = 7), IgG-treated (*n* = 8) mice, and WT (*n* = 6). Plaque area and numbers were quantified in the dentate gyrus (DG) and in the cerebral cortex (layer V), and GFAP immunoreactivity was measured in the hippocampus (one-way ANOVA and Fisher’s exact test). **h**, **i** Representative immunofluorescence images, and quantitative analysis of synaptophysin in the hippocampal CA3 and in the DG, in the brains of anti-PD-1-treated mice (*n* = 6), anti-PD-L1-treated 5XFAD mice (*n* = 7), and IgG-treated mice (*n* = 9) (one-way ANOVA and Fisher’s exact test). Scale bars, 50 μm (**h**). **j**, **k** RT-qPCR, in hippocampal tissue isolated from mice treated with IgG control (*n* = 5), anti-PD-1 antibody (*n* = 5), or anti-PD-L1 antibody (*n* = 5) (one-way ANOVA and Fisher’s exact test). **l** Experimental design of the mice studied in **m** and **n**. **m** RAWM performance before (*n* = 13) treatment, and of the same mice (**n**) following their treatment either with 1.5 mg/mouse (*n* = 7) anti-PD-L1, or with IgG control (*n* = 6). WT littermates were tested twice (*n* = 7) (two-way repeated-measures ANOVA and Dunnett’s post-hoc test for multiple comparisons between anti-PD-L1 IgG-treated groups). **b**, **c**, **e**–**g**, **i**–**k** mean ± s.e.m.; *P < 0.05, **P < 0.01, ***P < 0.001. DAPI: 4′,6-diamidino-2-phenylindole, RT-qPCR: real-time quantitative PCR

We continued with anti-PD-L1, and directly examined whether the treatment could reverse functional loss. To this end, we used a new cohort of 5XFAD mice, testing their cognitive performance prior to the antibody administration, and 1 month following treatment (Fig. 2l–n). Before the treatment was administered, all tested mice showed cognitive impairment in the RAWM at 5.5 months of age (Fig. 2m). These mice were then divided into two treatment groups; one group received anti-PD-L1 and the other group received the IgG control antibody (a single injection of 1.5 mg per mouse). One month after the treatment, a robust and significant behavioral improvement relative to their baseline performance was found in the group treated with anti-PD-L1, but not in the IgG-treated group (Fig. 2n), suggesting that blocking an inhibitory checkpoint could reverse functional loss, at least at the disease stages tested.

### Blockade of the PD-1/PD-L1 axis in a mouse model of tau pathology mitigates cognitive deficits and reduces inflammatory cytokines in the brain

Since treatment using immune checkpoint blockade targets systemic immune cells, we hypothesized that it would also be effective in mouse models driven by tau pathology. To test whether a treatment that targets PD-1/PD-L1 blockade could be effective in tauopathy, we used a transgenic mouse model that expresses two mutations of the human-tau gene (K257T/P301S; double mutant, DM-hTAU) associated with Frontal-Temporal dementia^31^. Pathological features in these mice include cognitive deficits, neuroinflammation, glial cell activation, and phosphorylation of tau proteins within the brain, and accumulation of aggregated tau protein^31^. We first treated DM-hTAU mice at 8 months of age (an age in which these mice show a pronounced cognitive deficit) with anti-PD-1 or anti-PD-L1, using the same dose of 0.5 mg, as was used to compare these two antibodies in the 5XFAD mice (Fig. 3a); isotype-matched antibodies (IgG2a, IgG2b) were used as negative controls. Both female and male animals were included and equally distributed in all groups. We assessed cognitive performance using T-maze to evaluate short-term spatial memory (Fig. 3b–d), an assay that is commonly used in studies of of the DM-hTAU animal model^31,39,40^. Figure 3c shows the time spent in the three arms for each animal in all groups, which helps illustrate the preference for the novel arm. The two groups that received either anti-PD-1 or anti-PD-L1 antibodies demonstrated an increased preference for the novel arm relative to the two other arms in the T-maze assay as compared to the IgG-treated control group, 1 month after a single injection of the 0.5 mg antibodies (Fig. 3b, c). Note that the results obtained with the two IgG antibodies, the relevant isotype controls for the tested anti-PD-1 and anti-PD-L1 antibodies, were combined in Fig. 3c, as they gave the same results, shown by their separate analysis in Supplementary Fig. 4. Notably, hereafter, for simplicity, in all the figures that show results of T-maze measurement we presented only the preference for the novel arm.

**Fig. 3:**
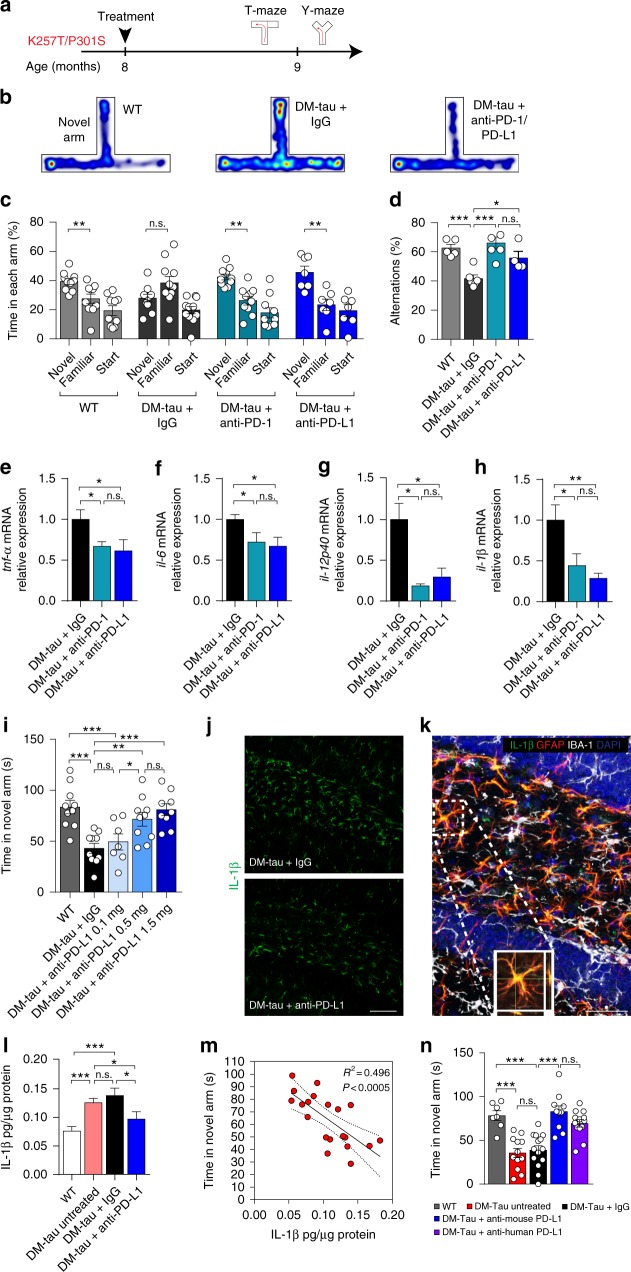
Blockade of the PD-1/PD-L1 axis in DM-hTAU mice reduces cognitive deficits and cerebral pathology. DM-hTAU mice (8-month-old) were treated with anti-PD antibody, anti-PD-L1 antibody, or IgG control antibody (0.5 mg/mouse); experimental design is presented in **a**. **b** Representative heat-map plots of the time spent in the distinct arms, by the three tested groups. **c** Effect of anti-PD-1/PD-L1 antibodies on performance in T-maze. DM-hTAU mice treated with anti-PD-1 antibody (*n* = 10) or anti-PD-L1 antibody (*n* = 7) exhibited increased novel arm preference, compared to IgG controls (*n* = 11); age-matched WT littermates (*n* = 10) were also tested. **d** Y-maze performance of male DM-hTAU mice treated with anti-PD-1 antibody (*n* = 6), anti-PD-L1 antibody (*n* = 4), or IgG isotype control (*n* = 6), and age-matched WT (*n* = 5). **e**–**h** Hippocampi were isolated from one hemisphere of the brains of the animals in **d** for quantitative RT-qPCR; IgG control (*n* = 6), anti-PD-1 antibody (*n* = 6), or anti-PD-L1antibody  (*n* = 4) (one-way ANOVA and Fisher exact test). **i** Dose-dependent effect of anti-PD-L1 antibody on T-maze performance of DM-hTAU mice (male and female; 9-month-old) (0.1 mg/mouse (*n* = 7), 0.5 mg/mouse (*n* = 10), or 1.5 mg/mouse (*n* = 9), and IgG control at 1.5 mg/mouse (*n* = 10)), WT (*n* = 10). Results are expressed as the time spent in the novel arm (one-way ANOVA and Fisher’s exact test). **j** Representative images of IL-1β immunoreactivity in mice treated with anti-PD-L1 antibody or with IgG control. **k** Representative orthogonal projection of confocal *z*-axis stacks, showing colocalization of IL-1β (green) with GFAP^+^ astrocytes (red), but not with IBA-1^+^ microglia/macrophages (white), in the dentate gyrus. Cell nuclei (DAPI, blue). Scale bar, 100 μm. **l** Immunoassay of hippocampal IL-1β protein levels in untreated mice (*n* = 3), mice treated with anti-PD-L1 antibody (*n* = 6) or IgG (*n* = 6) and WT littermates (*n* = 6), normalized to mg protein in each homogenate. **m** Correlation between cognitive performance in the T-maze, shown in Supplementary Fig. 7, and IL-1β protein levels for all groups. **n** T-maze of DM-hTAU mice (9-month-old, male and female) treated with either 1.5 mg of anti-mouse PD-L1 antibody (*n* = 11), or with anti-human PD-L1 antibody (*n* = 13), 1.5 mg/mouse of IgG control (*n* = 14), and compared to untreated DM-hTAU mice (*n* = 12) and WT littermates (*n* = 7). One-way ANOVA and Fisher exact test. In all panels, error bars represent mean ± s.e.m.; *P < 0.05, **P < 0.01, ***P < 0.001

Separately analyzing the female and male animals that were tested in the T-maze task in this experiment revealed a similar trend for each gender (Supplementary Fig. 5). We continued with the male in this experiment and tested their performance in Y-maze task, which measures spontaneous alternations. We found that both anti-PD-1 and anti-PD-L1 treatment groups exhibited improved performance compared to the IgG-treated control group (Fig. 3d). Age-matched WT littermates were assessed as an additional control for normal learning/memory performance in the T- and Y-maze tasks. Following the last behavioral test of all mice, we excised the brains and tested whether the beneficial effect of PD-1/PD-L1 blockade was associated with changes in the brain’s inflammatory cytokine profile. Quantitative RT-qPCR revealed that both anti-PD-1 and anti-PD-L1 treatment led to a reduction in the expression levels of the inflammatory cytokines *tnf-a, il-6, il-12p40, and Il-1β* relative to the IgG-treated control group (Fig. 3e–h).

To better understand the mechanism that leads to immunomodulation within the brain parenchyma induced by targeting PD-L1, we used a new cohort of DM-hTAU mice, and tested whether the efficacy of anti-PD-L1 is dependent on the antibody dosage in these animals. To this end, DM-hTAU mice were treated with a single injection of anti-PD-L1 at 0.1, 0.5, or 1.5 mg/mouse, relative to a single injection of 1.5 mg/mouse IgG2b control antibody. WT littermates were used as a control for intact cognitive performance. Results are presented as the time spent in the novel arm, revealing that 0.1 mg of anti-PD-L1 antibody was ineffective, while dosages of 0.5 or 1.5 mg were both effective in improving cognitive performance (Fig. 3b–d). Treatment with anti-PD-L1 antibody at a dose of 1.5 mg/mouse was slightly more effective than the 0.5 mg dose, but the difference between these two dosages was not significant (Fig. 3i). Wild-type age-matched mice from the DM-hTAU colony were also tested for the effect of PD-L1 antibody on their cognitive response to the treatment by T-maze; no effect was observed (Supplementary Fig. 6).

Elevation in brain-parenchymal levels, of the proinflammatory cytokine IL-1β was previously linked to cognitive decline in murine models of dementia^41–43^. Therefore, we further focused on IL-1β in DM-hTAU mice. Analysis of brain sections from DM-hTAU mice, treated with either anti-PD-L1 antibody or IgG2b control antibody, revealed IL-1β immunoreactivity in the brain parenchyma, the levels of which decreased following treatment with anti-PD-L1 antibody as compared with the IgG2b control (Fig. 3j). Moreover, IL-1 β immunoreactivity was found to be colocalized mainly with GFAP-expressing cells, a marker of astrocytes, but not with the myeloid cell marker IBA-1, including microglia and monocyte-derived macrophages (Fig. 3k).

To quantify the effect of anti-PD-L1 on IL-1β levels in the brains of the treated DM-hTAU mice using an immunoassay, we repeated the experiment using four groups of mice, including DM-hTAU and WT littermates that were left untreated, and compared them  with DM-hTAU treated with IgG2b control antibody or treated with anti-PD-L1 antibody. After verifying the effect of the anti-PD-L1 blockade on behavior (Supplementary Fig. 7), which was tested 1 month following treatment initiation, we perfused the mice and excised their brains; half of each brain was used to prepare separate protein extracts from hippocampi and cortices (see Methods), while the other hemisphere from each brain was processed for histochemistry (Fig. 4f, g). We found significantly higher protein levels of IL-1β in the hippocampi of DM-hTAU mice relative to age-matched wild-type littermates, and a significant reduction following anti-PD-L1 antibody treatment relative to untreated, or IgG2b-treated DM-hTAU mice (Fig. 3l). Moreover, linear regression analysis revealed a correlation (Fig. 3m) between behavioral outcome shown for these mice in Supplementary Fig. 7, and levels of IL-1β in the same mice shown in Fig. 3l. Finally, to assess the robustness of PD-L1 blockade on disease modification, we tested an additional anti-PD-L1 antibody, a human anti-PD-L1 clone that cross-reacts with the mouse PD-L1 ligand^44^ (see Methods); this antibody is directed against a human PD-L1 epitope and has a slightly lower affinity to the mouse PD-L1 than the rat-anti-mouse PD-L1 antibody that was used throughout this study. Treatment of DM-hTAU mice with this antibody elicited a similar effect on cognitive performance improvement (Fig. 3n).

**Fig. 4:**
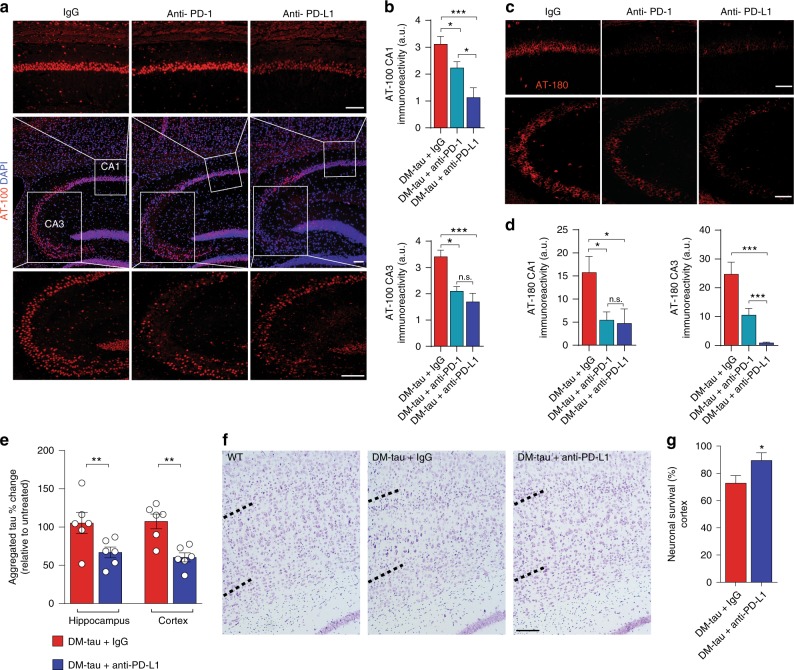
Blocking PD-1/PD-L1 pathway reduces tau hyperphosphorylation in DM-tau mice. Immunostaining of tau-phosphorylation in brains of 8-month-old male DM-hTAU mice excised 1 month after treatment with anti-PD-1, anti-PD-L1, or isotype-matched control antibody (IgG). The analyzed mice were taken from the experiment in Fig. 3d (**a**–**d**). **a** Representative immunofluorescence images, and **b** quantitative analysis of AT-100. Immunoreactivity of AT-100 was measured in the hippocampal CA1 and CA3 regions of DM-hTAU + IgG (*n* = 11), DM- hTAU + anti-PD-1 (*n* = 10), and DM-tau + anti-PD-L1 (*n* = 4). **c**, **d** Representative immunofluorescence images, and quantitative analysis of AT-180 staining. Immunoreactivity of AT-180 was measured in the hippocampal CA1 and CA3 regions of the following treatment groups DM-hTAU + IgG (*n* = 11), DM-hTAU + anti-PD-1 (*n* = 10), DM-hTAU + anti-PD-L1 (*n* = 4) (one-way ANOVA and Fisher’s exact test). Scale bars, 100 μm (**a**, **c**). **e** Hippocampal and cortical levels of aggregated tau, measured in the protein extracts of the mice shown in Supplementary Fig. 7. Results are normalized to mg protein, and are expressed relative to untreated DM-hTAU; *n* = 6 per group (Student’s *t* test). **f**, **g** Representative Cresyl violet-stained images of the cortex and quantification of cortical layer five neurons, of male and female DM-hTAU mice (average cohorts aged 9 months) treated with anti-PD-L1 (*n* = 6) compared to IgG control group (*n* = 7); the wild-type (*n* = 6) controls that were analyzed were used to determine the percentage of surviving neurons. (Student’s *t* test). Scale bars, 100 μm. In all panels, error bars represent mean ± s.e.m.; *P < 0.05, **P < 0.01, ***P < 0.001

### Blockade of the PD-1/PD-L1 axis in a mouse model of tau pathology reduces pathology in the brain

Neuroinflammation in murine models of tauopathies was previously shown to be associated with enhanced tau hyperphosphorylation, which was found to accelerate disease progression^41,45,46^, and to increase levels of aggregated tau, as well. We tested brain sections from the experiment described in Fig. 3b–d to determine whether the reduced inflammatory profile attained as a result of the treatment with anti-PD-1 and anti-PD-L1 would be manifested by reduced tau hyperphosphorylation, assessed using immunohistochemistry. Immunohistochemical analysis of brain sections from DM-hTAU mice revealed reduced immunoreactivity in staining for the AT-100 (Phospho-Tau Thr212, Ser214) and AT-180 (Phospho-Tau Thr231) epitopes, in the hippocampal CA1 and CA3 regions, following anti-PD-1 and anti-PD-L1 blockade, as compared to the IgG isotype control group (Fig. 4a–d).

For quantifying the effect of anti-PD-L1 on tau aggregation, we used the protein extracts from hippocampi as well as from the cortices of the DM-hTAU mice, described above; the cognitive performance of these animals is shown in Supplementary Fig. 7. Using an immunoassay for tau aggregation, we found a significant reduction in cortical and hippocampal tau aggregation in DM-hTAU mice treated with anti-PD-L1 antibody as compared with IgG control-treated group, relative to untreated DM-hTAU mice (Fig. 4e).

Finally, neuronal survival was analyzed by Cresyl violet staining in cortical layer 5, using sections of DM-hTAU mouse brains; sections were taken from the mice that were randomly selected from the experiments described in Fig. 3d and in Supplementary Fig. 7. A higher number of neurons survived in the anti-PD-L1-treated animals relative to the IgG2b-treated group (Fig. 4f, g).

### Targeting the PD-1/PD-L1 pathway in a mouse model of tau pathology enhances recruitment of monocyte-derived macrophages to the brain parenchyma

In both 5XFAD and J20 mouse models of AD, disease progression is associated with a reduction of CP expression of leukocyte-trafficking molecules^26,47^. Treatment with anti-PD-1 antibodies results in 5XFAD mice in enhanced recruitment of monocyte-derived macrophages to the brain^31^. These findings, together with our current results demonstrating a beneficial effect of anti-PD-L1 in the DM-hTAU model of dementia (Figs. 3 and 4), prompted us to test whether the observed beneficial effect of targeting PD-L1 on cognitive function and disease pathology in this tau mouse model was also associated with enhanced trafficking of immune cells to the diseased brain. To this end, we first tested whether the administration of antibody directed against PD-L1 induced elevation of effector memory T cells in DM-hTAU mice. Analyzing the spleens of DM-hTAU mice 2 weeks after the anti-PD-L1 antibody administration revealed increased levels of effector memory T cells (T_EM_; CD44^+^CD62L^low^) relative to those in IgG-treated mice (Fig. 5a, b), as evaluated by flow cytometry analysis. We further analyzed, by flow cytometry, in the DM-hTAU mice whether the treatment facilitated recruitment of monocyte-derived macrophages (CD45^high^CD11b^high^) to the brain parenchyma. We found a significant increase in CD45^high^CD11b^high^ cells in the brains of DM-hTAU mice treated with anti-PD-L1 antibody relative to those treated with the IgG2b isotype control (Fig. 5c, d). To confirm the lineage of these cells, which we classified as mainly monocyte-derived macrophages based on their high expression of CD45 and CD11b, we repeated this experiment with bone marrow (BM)-chimeric mice, in which the donor BM cells were taken from mice with GFP-labeled hematopoietic cells^48^. To create such chimera, recipient DM-hTAU mice were conditioned with lethal-dose irradiation, with the radiation beam targeting the lower part of the body while avoiding the head, prior to BM transplantation^49^. Following establishment of chimerism (see Methods), animals were treated with either anti-PD-L1 antibody or with control IgG2b. Analysis of the brains 2 weeks after the administration of the antibody, by flow cytometry, revealed that among the CD45^high^CD11b^high^ cells, about 50% of the cells were GFP^+^, which was consistent with the extent of the chimerism, and confirmed their identity as infiltrating monocytes, rather than activated resident microglia (Fig. 5e, f). No GFP^+^ cells were seen among the CD45^low^CD11b^+^ cells. Notably, we gated only on GFP^+^CD45^+^CD11b^+^ myeloid cells; BM-derived cells that were GFP^+^CD45^+^CD11b^-^ were not analyzed. Treatment with anti-PD-L1 antibody resulted in an approximately threefold increase in the frequency of GFP^+^CD45^high^CD11b^high^ cells, relative to IgG2b-treated control (Fig. 5f). Notably, this number underestimates the number of homing macrophages, since the chimerism was about 50%. The brains from other mice from the same experiment were excised and processed for immunohistochemistry, which revealed the presence of GFP^+^IBA-1^+^ myeloid cells in the cortex of the anti-PD-L1-treated mice (Fig. 5g). We also stained brain sections from the same animals for the anti-inflammatory cytokine, IL-10, and observed its colocalization with infiltrating monocyte-derived macrophages, but not with IBA-1^+^GFP^-^ microglia (Fig. 5h).

**Fig. 5:**
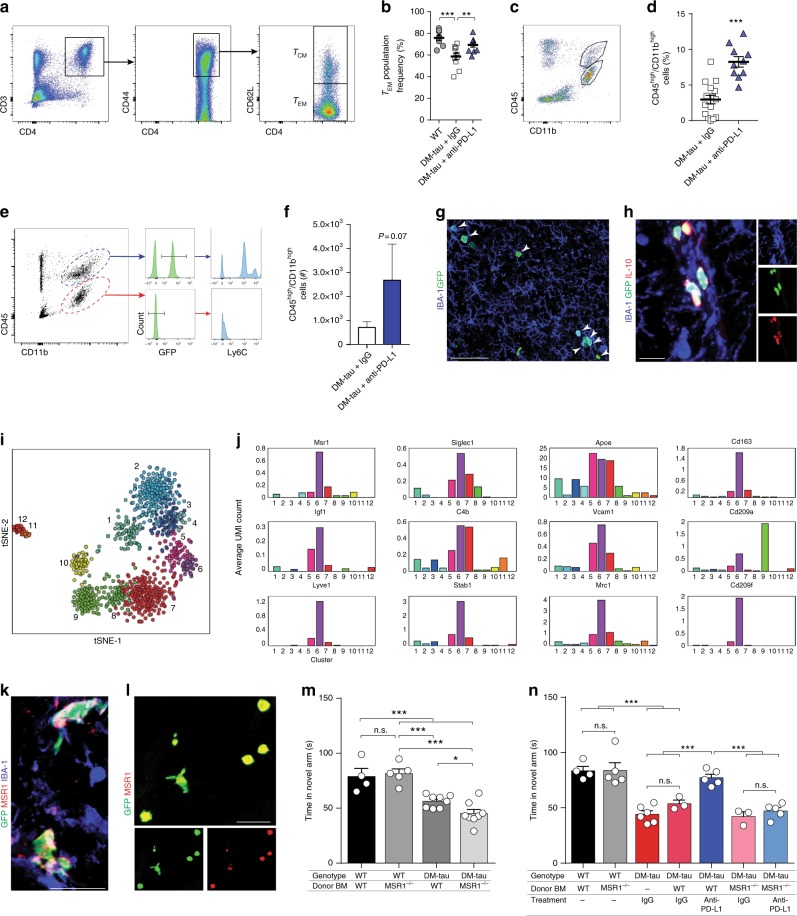
Monocyte-derived macrophages uniquely affect disease modification in PD-L1 blockade in DM-hTAU mice. **a**, **b** Flow cytometry of splenocytes, CD44^+^CD62L^low^ effector memory T (T_EM_) cells, versus CD44^+^CD62L^high^ central memory T (T_CM_) cells in DM-hTAU mice, treated with 0.5 mg of anti-PD-L1 (*n* = 10) or IgG (*n* = 11) (one-way ANOVA, Fisher’s exact test). **c**, **d** Flow cytometry of brains from anti-PD-L1-treated mice (*n* = 10), and IgG-treated mice (*n* = 16) analyzed for CD45^high^CD11b^high^, pooled from two experiments. **e**–**g** Repeated experiment as in **a**, **b** using GFP-BM-chimeric DM-hTAU mice. **e** Flow cytometry of GFP-labeled cells gated from CD45^high^CD11b^high^ cells, expressing Ly6C. **f** Quantitation of the number of GFP^+^CD45^high^CD11b^high^ cells in anti-PD-L1 (*n* = 4), relative to IgG-treated mice (*n* = 6). **g** Representative projections of confocal *z*-axis stacks, showing colocalization of GFP^+^ cells (green) with IBA-1 (blue), in the cortex of DM-hTAU^GFP/+^ mice, treated with anti-PD-L1 antibody (arrowheads). Scale bar: 100 μm. **h** Representative confocal *z*-axis stacks, showing colocalization of GFP^+^ cells (green), IBA-1 (blue), and IL-10 (red) in the brains of anti-PD-L1-treated DM-hTAU^GFP/+^ mice. Scale bar: 50 μm. **i** Sorted CD45^high^CD11b^high^ from DM-hTAU mice treated with anti-PD-L1, analyzed by single-cell RNASeq (Supplementary Fig. 8). tSNE plot depicting 899 cells. Clusters indicated by color and number. **j** Average Unique Molecular Identifier counts for selected genes across the 12 clusters. **k**, **l** Representative projections of confocal *z*-axis stacks, showing colocalization of GFP^+^ cells (green) with MSR1 (red) and IBA-1 (blue) in the cortex (**k**), and of GFP^+^ cells (green) with MSR1 (red) in the hippocampus of DM-hTAU^GFP/+^ mice treated with anti-PD-L1 antibody (**l**). Scale bars: 25 and 50 μm. **m**, **n** BM-chimeric DM-hTAU and WT mice (male and female) prepared using WT or MSR1^−/−^ mice as BM donors. **m** T-maze task, 2 weeks after BM transplant, of WT > WT (*n* = 4), MSR1^−/−^ > WT (*n* = 5), WT > DM-hTAU (*n* = 8) and MSR1^−/−^ > DM-hTAU (*n* = 8) chimeric mice. **n** The same mice were treated after the behavioral assessment in **m** with 1.5 mg of anti-PD-L1 antibody or IgG control antibody, and were tested again 1 month later for their performance in T-maze; nonchimeric IgG-treated DM-hTAU littermates were used as additional controls. Improved performance of WT > DM-hTAU treated with anti-PD-L1 (*n* = 5) versus IgG-treated WT > DM-hTAU (*n* = 3) and IgG-treated nonchimeric DM-hTAU mice (*n* = 6). MSR1^−/−^ > DM-hTAU mice failed to show beneficial effect following treatment with anti-PD-L1 (*n* = 5), performing similarly to MSR1^−/−^ > DM-hTAU treated with IgG (*n* = 3). In all panels, error bars represent mean ± s.e.m.; *P < 0.05, **P < 0.01, ***P < 0.001 (one-way ANOVA and Fisherʼs exact test)

The overall number of monocyte-derived macrophages that infiltrated the brain was low, and the number of those that were GFP^+^ was even lower. Therefore, we further characterized the infiltrating cells by single-cell RNA-seq. 

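The sorted cells were profiled by MARS-seq, a plate-based single-cell RNA-seq method in which each cell is lysed in its own well and each captured mRNA is counted by its unique molecular identifier (UMI). Values for 5 libraries, named AB5863, AB5864, AB5865, AB5867 and AB5876, were analysed. By their labels, all came from the brains of DM-hTAU mice, a tauopathy model that expresses mutated human tau, at 9 months of age and after treatment with the anti-PD-L1 antibody. The preparation described with the labels is of thymus and small intestine, in conflict with their tissue, brain, which is also that of the paper. No well is labelled IgG2b, so the treatments were not compared, and the mouse behind each well is not given in the sources used here. The p-values therefore do not measure the spread between mice, and the spread between libraries that enters them may be technical. The comparisons had 2 or 3 libraries, too few for a small p-value to show how well a difference would repeat. The classes of cells compared were formed from the same cells, and the p-values do not allow for that. Each library had 384 wells, 380 with a cell and 4 empty, and all shared a single sequencing batch. The authors deposited UMI counts per gene and well without normalization, and these held 134127 UMIs in library AB5863, 146044 in AB5864, 438531 in AB5865, 128116 in AB5867 and 549767 in AB5876. The paper states its depth in reads, 50000 per cell, and all values here are UMIs. Of the 1900 wells with a cell, 825 had at least 500 UMIs and were kept, 68, 87, 285, 71 and 314 in the same order. Cells were grouped by Leiden clustering on variable genes, with the genes of Fig. 5j and of every other tested list left out, and clusters were named from markers fixed before the data were examined, with a rule on leading genes added afterwards. Names such as microglia-like and macrophage-like refer to those markers. For tests between classes, UMI counts were summed per library and class and compared by edgeR's quasi-likelihood test with the library as a block and Benjamini-Hochberg adjustment, over genes that took no part in the clustering. Levels per class are given as mean UMIs per cell or as UMIs per 10000, with exact Poisson intervals that cover counting error only.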

We sorted from both IgG2b-treated and anti-PD-L1-treated groups all the CD45^high^CD11b^high^  cells, thereby enriching the monocyte-derived macrophages within the analyzed samples. 

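The sorted cells carried mainly transcripts of myeloid cells. The microglia markers, among them P2ry12 and Tmem119, summed to 320 UMIs per 10000 in microglia-like cells, 78.7 in macrophage-like cells and 37.2 in neutrophil-like cells. The Pf4 macrophage markers, among them Pf4 and Cbr2, summed to 41.8 per 10000 in Pf4 macrophage-like cells and 6.07 in microglia-like cells. The monocyte markers summed to 30.6 in monocyte-like and 5.11 in microglia-like cells, and the dendritic cell markers to 19.3 in dendritic cell-like and 2.22 in microglia-like cells. The neutrophil markers, led by S100a8 and S100a9, summed to 3096 per 10000 in neutrophil-like cells. Transcripts of cells that the CD45highCD11bhigh gate should leave out were rare. The astrocyte markers gave 36 UMIs, the oligodendrocyte markers 19 and the neuron markers 3 in all 252 microglia-like cells together, and the erythrocyte markers gave 1 UMI in all cells kept. The endothelial cell markers reached 3.59 UMIs per 10000 in microglia-like and 2.23 in macrophage-like cells. The T or NK cell markers gave 62 UMIs, 10.5 per 10000, in an unnamed cluster of 49 cells, and at most 0.865 per 10000 in the other clusters. The B cell markers lay between 1.47 and 3.76 per 10000 over the clusters of at least 10 cells, and the mast cell or basophil markers were highest in dendritic cell-like cells, at 0.514 per 10000. The gate also keeps activated microglia, neutrophils and dendritic cells, so the shares of cells reflect the sort as well as the tissue.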

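Microglia-like, macrophage-like, monocyte-like, dendritic cell-like and neutrophil-like cells were found among the sorted cells, in 12 clusters. Microglia-like cells, led by the purinergic receptor P2ry12 and by Tmem119, made up 33.4% ± 7.69 (SD, n = 5 libraries) of the cells of a library, with a range of 26.4 to 42.3%. They formed 3 clusters of 108, 86 and 58 cells, and the smallest also had a high level of Cd74, the invariant chain of MHC class II, at 117 UMIs per 10000, and 5 of 12 microglia markers raised, against 12 and 11 in the others. Macrophage-like cells made up 12.7% ± 12.2 (SD, n = 5), from 1.41 to 30.6% and with a mean of 8.26% without library AB5876, and formed a Pf4 macrophage-like cluster of 69 cells and an MHC class II macrophage-like cluster of 94 cells. The Pf4 macrophage-like cluster, with the hyaluronan receptor Lyve1, the lectin Cd209f and Pf4 among its leading genes, held 5.40% ± 5.09 of cells (SD, n = 5). The MHC class II macrophage-like cluster held 7.33% ± 8.01 (SD, n = 5). It was led by E130307A14Rik and Tmem91, with Cd74, Ccl12 and Apoe also among its leading genes. Of its 8 detected markers 3 were raised, the minimum for a name, against 6 of 8 in the Pf4 macrophage-like cluster. Monocyte-like cells, with the chemokine receptor gene Ccr2 and with Ly6c2 among their leading genes, made up 4.43% ± 4.37 (SD, n = 5). Dendritic cell-like cells, led by Cd209a, S100a4 and Vim, made up 13.1% ± 6.49 (SD, n = 5). Of their 10 leading genes, 4 (S100a4, Vim, Lsp1 and Crip1) belong to the list of recruited monocyte genes, which summed to 111 UMIs per 10000 in these cells and 58.6 in monocyte-like cells, so the name does not separate dendritic cells from monocyte-derived cells. Neutrophil-like cells made up 6.25% ± 8.12 (SD, n = 5), and 17 of the 33 came from library AB5864. The remaining 223 cells, 30.1% ± 7.50 of a library (SD, n = 5), lay in 4 clusters left without a name. A cluster of 88 cells had fewer than 3 raised markers of any class, clusters of 82 and 49 cells had more leading genes of another class than of the class their markers gave, and a cluster of 4 cells was below the minimum size.
Libraries AB5865 and AB5876, which also held the most UMIs, gave 57 and 96 of the 163 macrophage-like cells, and libraries AB5863, AB5864 and AB5867 gave 4, 5 and 1. Library AB5867 had 0 of 71 MHC class II macrophage-like cells, which allows a share of up to 4.23%, and library AB5864 had 0 of 87 monocyte-like cells, which allows up to 3.45%. Without library AB5876 the mean MHC class II macrophage-like share was 3.98%, without AB5865 the monocyte-like share was 2.90%, and without AB5864 the neutrophil-like share was 2.93%. The unnamed cluster of 82 cells carried markers of both macrophage classes. The rule on leading genes that leaves it without a name was set after the clusters were seen, and in the naming without that rule, which counts it as MHC class II macrophage-like, that share was 16.0%. The shares depend on the sort and on the minimum of UMIs per cell: at a minimum of 1000 UMIs, no cluster was named dendritic cell-like or monocyte-like.

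**Figure D1:**
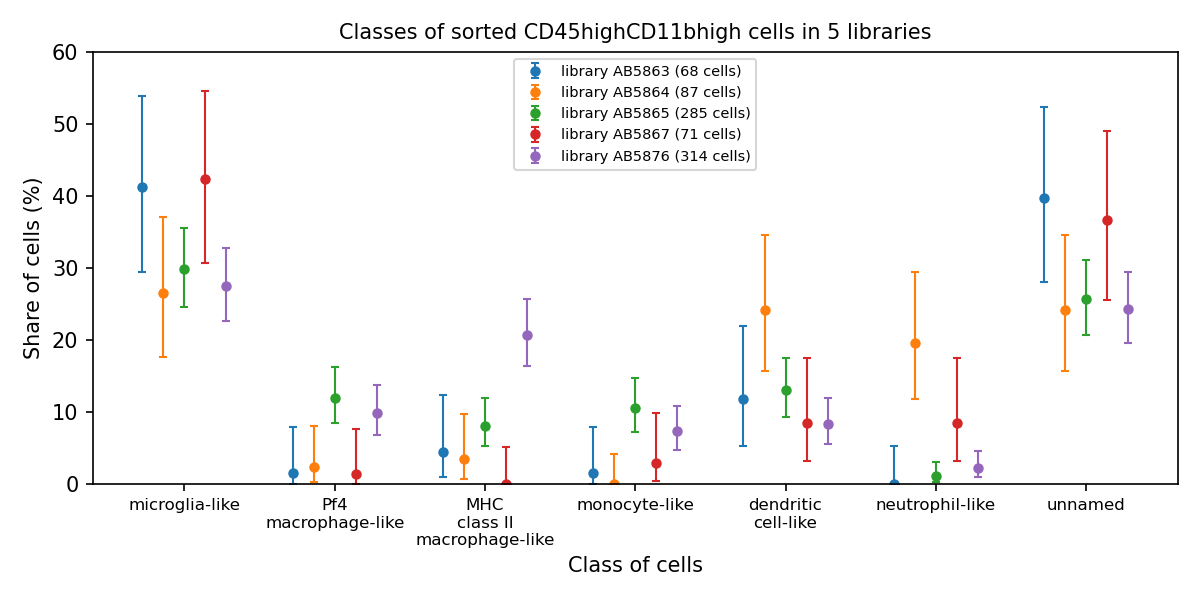
Share of kept cells (percent) in each class, for each of the 5 libraries, with exact 95% binomial intervals as bars. Microglia-like cells lie between 26.4 and 42.3% in every library, Pf4 macrophage-like cells between 1.41 and 11.9%, and MHC class II macrophage-like cells between 0 and 20.7%.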

Clustering analysis of 899 cells (Supplementary Fig. 8) revealed that the infiltrating monocyte-derived macrophages were heterogeneous, and most likely included several activation states (as seen in clusters 5–10); clusters 1–4 represent activated microglia in several states, and clusters 11–12 indicate neutrophils. Analysis of differential genes in each cluster highlighted a unique signature displayed mainly by clusters 5 and 6, distinct from the resident homeostatic or activated microglia (clusters 1–4); the unique signature was manifested by expression of several molecules that could potentially mediate an important function in disease modification (Fig. 5i, j). 

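Pf4 macrophage-like cells had higher levels of most Fig. 5j genes than microglia-like cells in the same libraries. Apoe, which encodes the lipid carrier apolipoprotein E, stood at 240 ± 11.3 UMIs per 10000 (SD, n = 2 libraries) in Pf4 macrophage-like cells and 60.4 ± 15.3 in microglia-like cells, a log2 fold change of 2.04 (standard error 0.13, adjusted p = 2.46e-51 from edgeR). Cd163, the haemoglobin-haptoglobin scavenger receptor, had a log2 fold change of 3.23 (standard error 0.54, adjusted p = 2.08e-07), and Cd209f, a C-type lectin, of 4.36 (standard error 0.64, adjusted p = 2.09e-09). The adhesion molecule Vcam1 was higher by 2.38 (standard error 0.52, adjusted p = 0.000278), and the complement gene C4b by 2.31 (standard error 0.45, adjusted p = 2.69e-05). All of these were higher in both libraries. Apoe itself was left out of the clustering, but Clptm1, a leading gene of the Pf4 macrophage-like cluster, was not. The UMIs of Clptm1 followed those of Apoe across classes, so the Apoe difference is not independent of the clustering. The size of some differences depended on the library. The ratio of UMIs per 10000 was 5.05 for Vcam1, 11.5 without library AB5865 and 2.72 without AB5876. For Cd209f it was 20.6, 70.7 and 12.2 in the same order. Cd209a did not pass (log2 fold change 1.71, standard error 0.94, adjusted p = 0.446), and its highest level, 2.80 UMIs per cell, was in dendritic cell-like cells.
The comparison used 65 Pf4 macrophage-like and 171 microglia-like cells of libraries AB5865 and AB5876, the only ones with at least 5 cells of each class. Of 834 genes tested by edgeR, 23 were higher and 16 lower in Pf4 macrophage-like cells at an adjusted p under 0.05, while DESeq2 called 8 higher and 0 lower, with 13 lower at an unadjusted p under 0.05. Of the 12 genes of Fig. 5j, 11 were tested and 9 were higher, with 10 higher when adjusted over the list alone. The study chose these genes on these cells, so the count is not independent evidence of their direction. Of 20 genes of border macrophages, the macrophages of meninges and vessels, 10 were tested and 7 were higher. When adjusted over the list alone, 8 were higher. Of the 20, 6 are also Fig. 5j genes, and of the 4 tested outside them, Cp and P2rx7 were higher. The class was formed and named with other macrophage markers, among them Pf4 and Cbr2. Genes that vary together with those markers would be higher too, so this count is not independent evidence of a border macrophage state. The chemokines Ccl8 and Ccl12 were higher among 5 tested inflammatory cytokines and chemokines, by 2.01 and 1.70 on the log2 scale, and 3 were higher when adjusted over the list alone. DESeq2 called 6 of the Fig. 5j genes, 5 of the border macrophage genes and 0 of the inflammatory genes higher. In edgeR, the higher Fig. 5j and border macrophage genes were 4 and 3 at a minimum of 300 UMIs and 3 and 2 at 1000 UMIs. With Gm42418 and Gm26917 left out of the clustering, a setting chosen after seeing the data, they were 1 and 0, also at an unadjusted p under 0.05. Fewer genes were tested in these settings: 231 at 300 UMIs, 454 at 1000 UMIs and 92 without Gm42418 and Gm26917. Apoe, Mrc1, Stab1, Lyve1 and Cd209f passed in every alternative that tested them, so the lower counts are due in part to genes that were not tested. None of 4 tested recruited monocyte genes passed in edgeR or DESeq2, or when adjusted over the list alone, and 1 was higher at an unadjusted p under 0.05. Other large rises were in Pltp, a phospholipid transfer protein (3.72, adjusted p = 0.0136), Aoah, which inactivates lipopolysaccharide (3.43, adjusted p = 0.0198), and Itsn1 (3.05, adjusted p = 0.0372).
All macrophage-like cells together were compared with microglia-like cells in libraries AB5864, AB5865 and AB5876, 158 against 194 cells, and 9 of 871 genes were higher. Slamf7 (log2 fold change 2.81, standard error 0.86, adjusted p = 0.0432) and Tgfbi (1.51, adjusted p = 0.0433) were among them. Cxcl13 was higher by 2.78 (standard error 0.54, adjusted p = 7.21e-05), but 116 of its 166 UMIs came from 1 cell. Slamf7, Tgfbi and Cxcl13 were higher in each of the 3 libraries. Of the Fig. 5j genes, 6 were tested and 3 were higher, Apoe, Mrc1 and Stab1, with 6 higher when adjusted over the list alone. The border macrophage list had 6 genes tested and 3 higher (5 when adjusted over the list alone), the third being Mgl2, which was higher in 2 of the 3 libraries. The inflammatory list had 6 tested and 2 higher, Cxcl13 and, in 2 of the 3 libraries, Ccl12 (4 when adjusted over the list alone). Of 5 tested recruited monocyte genes, 0 passed in edgeR or DESeq2, 2 were higher at an unadjusted p under 0.05 and 1 when adjusted over the list alone. Without library AB5865 or without AB5876, 0 genes were higher in edgeR (5 and 9 at an unadjusted p under 0.05), and without library AB5864, which gave 5 of the macrophage-like cells, 44 were; DESeq2 called 2 higher in the 3 libraries, among them 1 Fig. 5j gene, 1 inflammatory gene and 0 border macrophage genes.
Against the other macrophage-like cells, 16 of 295 genes were higher and 3 lower in Pf4 macrophage-like cells. Vcam1 (2.12, adjusted p = 0.0128), C4b (1.68, adjusted p = 0.00870), Cd163 (2.61, adjusted p = 0.00110) and Cd209f (4.77, adjusted p = 8.50e-05) were higher here too, and Apoe did not pass (0.62, standard error 0.32, adjusted p = 0.238). Of the Fig. 5j genes, 7 of 8 tested were higher, the same number when adjusted over the list alone, and DESeq2 called 3. Of 8 tested border macrophage genes, 6 were higher and 1, Mgl2, was lower, the same when adjusted over the list alone, and DESeq2 called 3 higher. Of these, 5 of the 6 higher genes are Fig. 5j genes; of the 3 tested outside Fig. 5j, P2rx7 was higher and Mgl2 lower. The higher Fig. 5j and border macrophage genes were 4 and 3 at a minimum of 300 UMIs, and 0 and 0 in edgeR at 1000 UMIs (4 and 3 at an unadjusted p under 0.05) and without Gm42418 and Gm26917 in the clustering (2 and 1 unadjusted). In the settings with 0, 262 and 213 genes were tested. Lyve1 and Cd209f passed in every alternative that tested them, so they were not tested in these. The 8 Fig. 5j genes kept a positive fold change in every alternative that tested them. Plbd1 (-4.51, adjusted p = 0.00870), Ccr2, the receptor that recruited monocytes use (-2.17, adjusted p = 0.00870), and Mgl2 (-1.55, adjusted p = 0.0264) were lower. The direction of Mgl2 reversed in 2 alternatives, with the tested lists in the clustering and without Gm42418 and Gm26917. Plbd1 and Ccr2 were the 2 recruited monocyte genes tested, also 2 lower when adjusted over the list alone. None of 3 inflammatory genes passed, in edgeR, DESeq2, at an unadjusted p under 0.05 or when adjusted over the list alone. At a minimum of 1000 UMIs per cell, edgeR called 0 genes in this comparison (14 higher and 4 lower at an unadjusted p under 0.05), and DESeq2 called 3 higher and 0 lower at the minimum of 500.
From a signature of this kind in its clusters 5 and 6, which it sets apart from homeostatic and activated microglia, the paper proposes that several of the molecules expressed there could potentially mediate a function in disease modification.

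**Figure D2:**
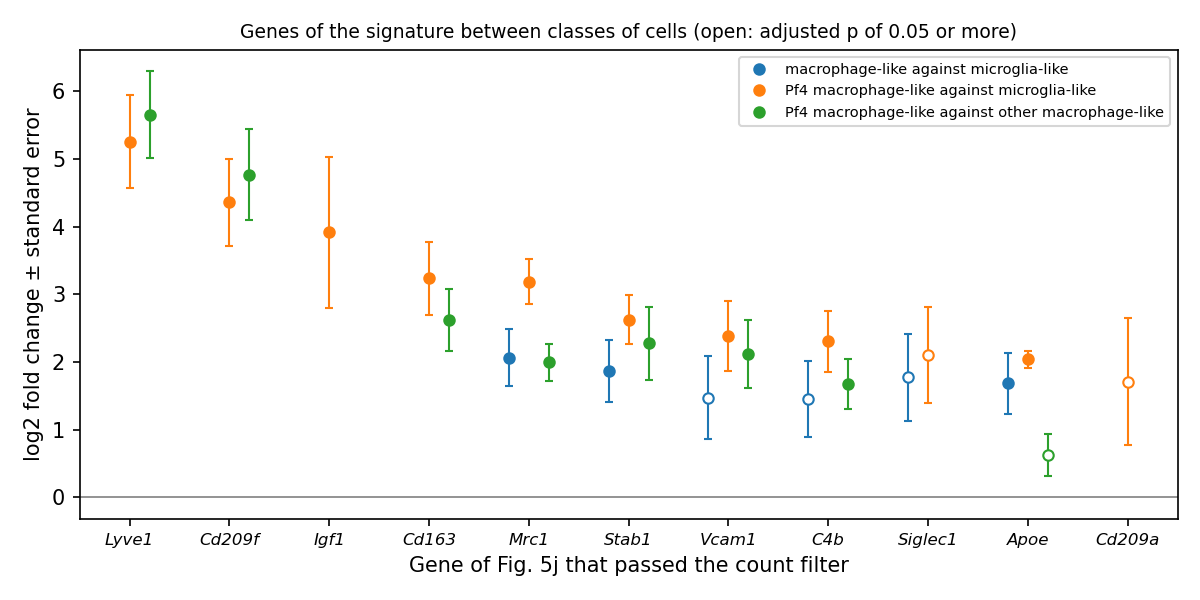
Log2 fold change of the Fig. 5j genes, with standard errors as bars, in the 3 comparisons between classes; open symbols mark an adjusted p of 0.05 or more from edgeR. In Pf4 macrophage-like against microglia-like cells, values run from 1.71 for Cd209a to 5.25 for Lyve1; Msr1 was below the count filter and is not drawn.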

One such uniquely expressed molecule is the macrophage scavenger receptor 1 (*Msr1*) (also known as SRA1, SCARA1, or CD204), an important phagocytic receptor required for engulfment of misfolded and aggregated proteins^50,51^, and found previously by us to be expressed by M2-like infiltrating monocyte-derived macrophages that are needed for spinal cord repair^52^. 

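Msr1 transcripts were found in macrophage-like and monocyte-like cells, in 1 of the 3 microglia-like clusters, in unnamed clusters and, rarely, in dendritic cell-like cells. Msr1 lies on chromosome 8 of GRCm38, from 39581685 to 39642673 on the minus strand, and encodes a class A scavenger receptor that takes up modified lipoproteins and protein aggregates. Pf4 macrophage-like cells had 0.188 UMIs per cell (interval 0.100 to 0.322), from 13 UMIs in 9 of 69 cells, and MHC class II macrophage-like cells had 0.0745, or 0 without library AB5876. The highest mean per cell, 0.375 (interval 0.232 to 0.573), was in monocyte-like cells, which were also the deepest, and the unnamed cluster of 82 cells with C4b and Mrc1 transcripts had 0.207. Per 10000 UMIs, that cluster was highest at 2.13, with 1.72 in monocyte-like and 1.61 in Pf4 macrophage-like cells. Microglia-like cells had 0.0317, or 0.0120 without library AB5865, with all 8 UMIs in the cluster of high Cd74 level (0.138 per cell, or 0.0571 without AB5865). This cluster had 0.893 UMIs per 10000, where all macrophage-like cells had 0.894. The unnamed clusters of 49 and 88 cells had 1.19 and 0.278 per 10000, from 7 and 3 UMIs. Dendritic cell-like cells had 0.103, from 2 UMIs. The other microglia-like clusters had 0 UMIs, which allows up to 0.0278 and 0.0349 UMIs per cell.
Summed over the libraries compared, Msr1 had 20 UMIs in macrophage-like and 8 in microglia-like cells, a ratio of UMIs per 10000 of 3.09 (interval 1.30 to 8.12), and for Pf4 macrophage-like cells the ratio was 5.21 (interval 2.00 to 14.5), or 1.68 (interval 0.0285 to 32.3), from 1 and 2 UMIs, without library AB5865. These counts were below the filter of edgeR, so Msr1 was not tested there. Of the 13 UMIs in Pf4 macrophage-like cells, 12 came from library AB5865 and 1 from library AB5876, which held 34 and 31 such cells; without AB5865 their level was 0.0286 UMIs per cell, and without AB5876 it was 0.316. A Msr1 UMI was found in 13.0% of Pf4 macrophage-like cells (exact interval 6.14 to 23.3%), 19.6% of monocyte-like cells and 2.38% of microglia-like cells (exact interval 0.879 to 5.11%). After each cell was thinned to 500 UMIs, the shares were 6.94%, 6.29% and 0.987%. None of 33 neutrophil-like cells, which should lack the gene, had a UMI, which allows a share of cells with a UMI of up to 9.09% at their depth; their median depth was 686 UMIs, against 955 in Pf4 macrophage-like, 1772 in monocyte-like and 1037.5 in microglia-like cells. The thinned share was higher in macrophage-like than in microglia-like cells by a mean of 2.18 percentage points ± 3.62 (SD, n = 3 libraries), with differences of 0, 6.36 and 0.186 points. A two-sided exact sign-flip permutation test gave p = 0.5. With 3 libraries the smallest p is 0.25, but the difference of 0, in library AB5864 with 5 macrophage-like cells, has no sign to flip. No p below 0.5 could therefore arise, and the test cannot decide whether the shares differ. Without AB5865 the mean was 0.0931 points.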

Notably, these macrophages expressed additional relevant functional molecules, among which are the insulin-like growth factor-1 (*igf1*) that was previously reported to enhance neurogenesis in the aged brain^53^, lymphatic endothelium‐specific hyaluronan receptor (*lyve1*) and the scavenger receptor stabilin-1 (*Stab-1*) (Fig. 5j), both of which are markers of anti-inflammatory macrophages, associated with wound healing and lymphogenesis^54^. 

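Lyve1, Igf1 and Stab1 were each higher in Pf4 macrophage-like than in microglia-like cells. Lyve1, the hyaluronan receptor, lies on chromosome 7 of GRCm38 from 110850607 to 110863239 and stood at 6.44 ± 2.93 UMIs per 10000 (SD, n = 2 libraries) in Pf4 macrophage-like and 0.157 ± 0.103 in microglia-like cells. Its log2 fold change was 5.25 (standard error 0.69, adjusted p = 8.34e-12 from edgeR), and 5.65 (standard error 0.64, adjusted p = 8.67e-06) against the other macrophage-like cells. Igf1, the growth factor on chromosome 10 from 87858265 to 87937042, had 20 UMIs in Pf4 macrophage-like cells and 4 in microglia-like cells of the libraries compared, a log2 fold change of 3.91 (standard error 1.11, adjusted p = 0.0136). DESeq2 did not call Igf1 (adjusted p = 0.353), and 7 of 9 alternatives passed, with adjusted p from 0.00941 to 0.353. The 9 include settings that repeat the main sums and so could not change the call. These are leaving out AB5863, AB5864 or AB5867, at least 10 cells per sum and the naming without the rule on leading genes. Stab1, a scavenger receptor on chromosome 14 from 31139013 to 31168641, stood at 16.0 ± 10.5 against 2.41 ± 0.173 UMIs per 10000 (SD, n = 2), a log2 fold change of 2.62 (standard error 0.36, adjusted p = 7.32e-11). Its ratio of UMIs per 10000 to microglia-like cells was 6.62, or 3.37 without library AB5865 and 10.3 without AB5876. Stab1 was also higher against the other macrophage-like cells, by 2.27 (standard error 0.54, adjusted p = 0.0293). In all macrophage-like against microglia-like cells, Stab1 was higher by 1.87 (standard error 0.46, adjusted p = 0.00511, n = 3).
Per cell, Pf4 macrophage-like cells had 0.725 UMIs of Lyve1 (interval 0.538 to 0.955), 0.290 of Igf1 (0.177 to 0.448) and 1.84 of Stab1 (1.53 to 2.19). Without library AB5876 the levels of Lyve1 and Igf1 were 0.447 and 0.132, and without AB5865 that of Stab1 was 1.03. A Lyve1 UMI was found in 27.5% of Pf4 macrophage-like cells and in 0 of 33 neutrophil-like cells, an Igf1 UMI in 15.9% and 3.03%, and a Stab1 UMI in 58.0% and 6.06%. Among all macrophage-like against microglia-like cells, Lyve1 had 52 and 4 UMIs (ratio 16.1, interval 5.92 to 61.2; 17 and 1 UMIs and a ratio of 30.9, interval 4.84 to 1292, without AB5876) and Igf1 23 and 5 (ratio 5.69, interval 2.12 to 19.2), below the filter of the test.
Of 20 growth factor genes, 3 were tested in Pf4 macrophage-like against microglia-like cells and 2 were higher, Igf1 and Gas6 (1.46), with 2 when adjusted over the list alone and 0 by DESeq2; Igf1 is a Fig. 5j gene. Against the other macrophage-like cells, 2 were tested and 1 was higher, Grn, the gene of progranulin (1.23, adjusted p = 0.00870), with 2 when adjusted over the list alone and 0 by DESeq2. Among all macrophage-like cells, 0 of 3 passed in edgeR, in DESeq2, at an unadjusted p under 0.05 or when adjusted over the list alone. Of 16 anti-inflammatory and repair genes, 6 were tested in Pf4 macrophage-like against microglia-like cells. The transcription factor gene Maf (1.27) and Tgfbi (1.73), which encodes a matrix protein, were higher, and the cyclooxygenase gene Ptgs1 was lower (-1.19), with 2 higher and 2 lower when adjusted over the list alone and 0 by DESeq2. Against the other macrophage-like cells, 3 were tested and Maf was higher (1.34), 1 when adjusted over the list alone and 0 by DESeq2. In all macrophage-like cells, 7 were tested, and Tgfbi was higher and Ptgs1 lower (-1.88, adjusted p = 0.00511), also 1 and 1 when adjusted over the list alone, while DESeq2 called 0 higher and 1 lower. Without AB5865 or without AB5876, edgeR called neither. Il10, the gene of an anti-inflammatory cytokine, had 0 UMIs in macrophage-like and 1 in microglia-like cells of the libraries compared.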

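Mrc1 was higher in Pf4 macrophage-like than in microglia-like cells, and Siglec1 had a positive fold change that did not pass the test. Mrc1, the mannose receptor CD206, lies on chromosome 2 of GRCm38 from 14229392 to 14332057 and stood at 22.0 ± 2.04 UMIs per 10000 (SD, n = 2 libraries) in Pf4 macrophage-like cells. Its log2 fold change was 3.18 (standard error 0.33, adjusted p = 1.83e-18 from edgeR) against microglia-like and 2.00 (standard error 0.27, adjusted p = 6.79e-05) against other macrophage-like cells. In all macrophage-like against microglia-like cells, Mrc1 stood at 11.0 ± 2.38 against 3.06 ± 1.06 UMIs per 10000 (SD, n = 3), a log2 fold change of 2.06 (standard error 0.42, adjusted p = 0.000259). Siglec1, a lectin that binds sialic acid, lies on chromosome 2 from 131069220 to 131086765, and had a log2 fold change of 2.10 (standard error 0.70, adjusted p = 0.0578) in Pf4 macrophage-like and 1.77 (standard error 0.64, adjusted p = 0.125) in all macrophage-like against microglia-like cells.
A Mrc1 UMI was found in 68.1% of Pf4 macrophage-like cells, 21.4% of microglia-like and 2 of 33 neutrophil-like cells, and after thinning to 500 UMIs in 53.3% and 11.0% of Pf4 macrophage-like and microglia-like cells. For Siglec1 the shares were 27.5% of Pf4 macrophage-like (exact interval 17.5 to 39.6%), 5.16% of microglia-like and 3.03% of neutrophil-like cells, and 15.3% and 1.97% after thinning. Siglec1 transcripts were also found in monocyte-like cells, at 0.304 UMIs per cell (0.154 without library AB5865), and in MHC class II macrophage-like cells, at 0.255, against 0.391 in Pf4 macrophage-like cells, or 0.200 in these without the same library.
Of 30 scavenger and uptake receptor genes, 5 of them Fig. 5j genes, 18 were tested in Pf4 macrophage-like against microglia-like cells. Cd163, Mrc1 and Stab1 were higher, and Scarb2 (-2.15, adjusted p = 0.0280) and the lipid receptor Trem2 (-1.30, adjusted p = 0.00443) were lower, with 4 higher and 3 lower when adjusted over the list alone and 3 higher and 0 lower by DESeq2. Against the other macrophage-like cells, the same 3 genes were higher of 14 tested, also 3 when adjusted over the list alone and 1 by DESeq2. In all macrophage-like cells, Mrc1 and Stab1 were higher of 17 tested, with 4 higher and 3 lower when adjusted over the list alone and 0 by DESeq2; edgeR called 0 higher without AB5865 or without AB5876 and 5 without AB5864. The higher genes are all Fig. 5j genes, which the study chose on these cells, so their count is not independent evidence.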

Additional genes, found here to be uniquely expressed by infiltrating monocyte-derived macrophages, are scavenger receptors such as the sialic acid binding Ig-like lectin 1 (*Siglec1*) and the mannose receptor C-type (*Mrc1*) (Fig. 5j).

In light of the reported role of MSR1 in neurodegenerative diseases, we further focused on this scavenger receptor. Using immunohistochemistry, we confirmed the expression of MSR1 by the GFP^+^ (infiltrating) cells (Fig. 5k, l), in line with our previous findings^30^. Finally, to gain insight into the functional impact of MSR1-expressing macrophages on the repair process, we created BM chimeric DM-hTAU mice, in which the BM of the recipients mice was replaced with donor BM taken from MSR1-deficient mice. As controls we used DM-hTAU chimeric mice in which the recipients BM was replaced with BM taken from non-transgene wild-type littermates. Two weeks following the chimerism, the mice were examined for cognitive performance using the T-maze task. We also tested WT chimeric mice that received either wild-type BM or BM from MSR1^−/−^ mice (Fig. 5m, n). Following the behavioral test, each group of DM-hTAU chimeric mice was divided into two groups that received either anti-PD-L1 antibody or the control IgG2b, and 4 weeks later were tested again for their performance in the T-maze. Another group of nonchimeric DM-hTAU littermates that received IgG2b control was also evaluated. Anti-PD-L1 antibody reversed cognitive loss in DM-hTAU chimeras harboring BM from wild-type mice, while DM-hTAU chimeras harboring MSR1^−/−^ BM lost the ability to respond to PD-L1 blocking antibody and failed to show improved cognitive ability (Fig. 5n).

Taken together, our results suggest that systemic immune activation, under conditions of chronic neuroinflammation, associated with murine models of tauopathies, facilitates the homing of monocyte-derived macrophages to the diseased brain and that these cells are key players in the anti-PD-L1 effect on disease modification.

## Discussion

In the present study, we show that revitalizing systemic immunity using antibodies that block either PD-1 or its ligand, PD-L1, could modify brain pathology and restore cognitive performance in a mouse model of tauopathy, in addition to its effect in a beta-amyloid AD model, and that this effect is mediated, at least in part, via recruitment of monocyte-derived macrophages.

We found that in the 5XFAD mouse model, the beneficial effect of systemic administration of antibodies directed against PD-1 on cognitive function is associated with rescue of neurons, reduced neuronal apoptosis, and reduced synaptic loss. We further found that administration of antibodies directed against the PD-1 ligand, PD-L1, had a similar effect as that of anti-PD-1 in both 5XFAD mice and in the DM-hTAU animal model.

Analyzing the underlying immunological mechanisms in the DM-hTAU mouse, using anti-PD-L1 antibody, revealed elevated levels of effector memory T cells in the periphery, which was followed by an increased number of monocyte-derived macrophages in the brain parenchyma, as we previously found in 5XFAD mice following systemic immunomodulation^26,30^. Immunohistochemistry revealed that the infiltrating cells also expressed the anti-inflammatory cytokine, IL-10. Single-cell RNA-Seq revealed that the infiltrating monocyte-derived macrophages found within the brain expressed molecules that were not expressed by the resident resting or activated microglia, among which is the macrophage scavenger receptor, MSR1. Moreover, the potential of anti-PD-L1 to modify the disease was abrogated in chimeric DM-hTAU mice reconstituted with MSR1-deficient BM, suggesting that the effect of the monocyte-derived macrophages, is at least in part, via their MSR1 activity. 

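Some genes of resident microglia were lower in macrophage-like cells, and transcripts of the Fig. 5j genes, most of them few, were also found in microglia-like cells. Over the 3 libraries with both classes, the fructose transporter gene Slc2a5 was lower in macrophage-like cells by a log2 fold change of -4.14 (standard error 0.78, adjusted p = 4.48e-05 from edgeR), the adhesion receptor gene Adgrg1 by -3.32 (standard error 0.62, adjusted p = 4.48e-05) and Golm1 by -2.61 (adjusted p = 0.00114). The ganglioside synthase gene St3gal5 had 0 UMIs in macrophage-like and 41 in microglia-like cells, at least 11.1-fold lower with a floor of 3 counts over the group. Gpr84 (-3.31), Crybb1 (-3.14), Spint1 (-2.71), Cd34 (-2.70), Acer3 (-2.42) and Ctsl, a lysosomal protease gene, were lower as well, and all these genes were lower in each of the 3 libraries. In all, 19 of 871 genes were lower by edgeR and 7 by DESeq2. Without library AB5865 or without library AB5876, edgeR called 0 lower (6 and 13 at an unadjusted p under 0.05), and without library AB5864 it called 45.
Of 19 further microglia identity genes, 18 were tested and 7 were lower, with 11 lower when adjusted over the list alone; in Pf4 macrophage-like cells the same counts were found. DESeq2 called 3 and 0 of them lower. Against other macrophage-like cells, Pf4 macrophage-like cells passed for 0 of 8 in edgeR and DESeq2 and when adjusted over the list alone, with 2 higher at an unadjusted p under 0.05. Of 20 genes of disease-associated microglia, 12 were tested and 2 were lower in macrophage-like cells, Cd9 (-1.34, adjusted p = 0.0490) and Ctsl, with 1 higher and 4 lower when adjusted over the list alone and 1 lower by DESeq2. In Pf4 macrophage-like against microglia-like cells 3 of 12 were lower, Cd9, Ctsl (-1.98) and Trem2, with 1 higher and 4 lower when adjusted over the list alone, while against other macrophage-like cells the lysosomal protease genes Ctsd (1.38) and Ctsb (0.96) were higher of 9 tested, also 2 when adjusted over the list alone; DESeq2 called 0 in either comparison. Of 16 genes of the PD-1 pathway and other checkpoints, 8 were tested in Pf4 macrophage-like against microglia-like cells and 2 were lower, with 1 higher and 3 lower when adjusted over the list alone and 0 by DESeq2. Lag3 had 0 against 65 UMIs, at least 6.76-fold lower with the same floor, and Vsir, the gene of the checkpoint ligand VISTA, had a log2 fold change of -1.55 (adjusted p = 0.000695). In all macrophage-like cells, 0 of 6 checkpoint genes passed in edgeR or DESeq2, with 3 lower at an unadjusted p under 0.05 and 2 lower when adjusted over the list alone, and against other macrophage-like cells 0 of 3 passed by any of these counts. Cd274, the gene of PD-L1, had 8 UMIs in macrophage-like and 2 in microglia-like cells, Pdcd1, the gene of PD-1, had 0 and 1, and Pdcd1lg2 had 0 in both.
Of 16 complement genes, 7 were tested in all macrophage-like against microglia-like cells and 0 passed in edgeR or DESeq2 or when adjusted over the list alone, with 1 higher and 1 lower at an unadjusted p under 0.05. C4b, which is also a Fig. 5j gene, was the 1 that was higher in Pf4 macrophage-like cells, of 7 tested against microglia-like (1 when adjusted over the list alone) and of 6 against other macrophage-like cells (2 when adjusted over the list alone), where DESeq2 called 0 in both. Of the inflammatory genes, Tnf had 7 and 2 UMIs, Il6 0 and 4, and Il1b a log2 fold change of 1.95 (adjusted p = 0.144), with 15 of its 42 UMIs in macrophage-like cells from 1 cell.
In microglia-like cells, Lyve1 stood at 0.0159 UMIs per cell, Igf1 at 0.0198, Cd209f at 0.0278, Cd163 at 0.0754, Siglec1 at 0.0794, Stab1 at 0.262, Mrc1 at 0.313 and Apoe at 7.66. Without library AB5865 the Siglec1 level was 0.0299 and 1 Cd209f UMI remained; without AB5876 the Igf1 level was 0.0120 and 1 Lyve1 UMI remained. These came in part from the microglia-like cluster with high Cd74, which had 0.810 UMIs of Mrc1, 0.259 of Siglec1 and 18.2 of Apoe per cell (Siglec1 0.114 without AB5865); the larger microglia-like clusters had 0.111 and 0.233 of Mrc1 and 5.28 and 3.57 of Apoe, with 0.138 of Mrc1 and 55 Apoe UMIs in 29 cells in the latter without AB5876. Neutrophil-like cells, which should lack these genes, had 81 Apoe UMIs in 20 of 33 cells, and per 10000 UMIs they had 1.47 of Siglec1, 1.10 of Cd163, 0.368 of Igf1 and 1.84 of Stab1, from 4, 3, 1 and 5 UMIs, where microglia-like cells had 0.635, 0.603, 0.159 and 2.10. The Siglec1 UMIs lay in 1 neutrophil-like cell and so did the Cd163 UMIs, both in library AB5864, where microglia-like cells had 0 of both, and the empty wells held 0 of all 4 genes. Neutrophil-like cells had 0.737 per 10000 of Mrc1, from 2 UMIs, where the lowest library of microglia-like cells had 0.934. They had 0.368 each of C4b, Vcam1 and Cd209a, from 1 UMI each, and 0 UMIs of Lyve1, Cd209f and Msr1. Whether the low microglia-like levels given above, and low Apoe levels, lie above the background is left open. For all 12 Fig. 5j genes, Pf4 macrophage-like cells lay above microglia-like cells in mean UMIs per cell.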

Overall, the phenotype of the infiltrating monocyte-derived macrophages observed here is reminiscent of the phenotype of the cells previously shown to enter the CNS parenchyma through the CP, which promote the resolution of inflammation and contribute to spinal cord repair^52^.

The involvement of local brain inflammation in AD pathogenesis^55^, with the failure of systemic immunosuppressive drugs to modify the disease in patients^55,56^, along with our previous studies showing that transient reduction of systemic FoxP3 regulatory T cells is needed for homing of regulatory cells to the diseased brain^26^, emphasize the need to distinguish between peripheral and local contributions of immunoregulatory cytokines, such as IL-10, in brain pathologies. For example, APP/PS1 AD-Tg mice with IL-10 deficiency were found to display reduced cerebral Aβ plaque load and reduced synaptic and cognitive deficits^27^, while chronic overexpression of IL-10 in TgCRND8 AD-Tg mice^57^, which exhibit IL-10 elevation in both the CNS and plasma, exacerbated disease pathology. In the present study, the beneficial effect of transiently boosting systemic immunity that facilitated recruitment of immunomodulatory cells to the brain, is in line with our contention that this delicate balance requires optimizing immunity within the brain and in the circulation.

Several independent studies have shown that infiltrating monocyte-derived macrophages and T cells have beneficial effects within the brain in modulating the neuroinflammatory milieu, in general, and mitigating AD, in particular^21,22,52,58,59^. Thus, for example, in models of acute CNS insults, infiltrating monocyte-derived macrophages were shown to contribute to resolution of local inflammation and scar degradation^49,52,60,61^. In the context of neurodegenerative conditions, the increased abundance of monocyte-derived macrophages in the diseased brain was linked to removal of amyloid plaques, and reduced gliosis^21–23,59,62^. T cells, including regulatory T cells, could also infiltrate the CNS as a result of the systemic boosting of effector memory T cells, and could locally contribute to resolution of pathology^26,60^. Overall, the complex brain-immune relationships, in which the immune profile of the blood does not precisely mirror that of the brain in these diseases^28^, could explain why numerous clinical trials, using anti-inflammatory drugs in AD have failed^9,55^.

Brain inflammation was shown to have a negative impact on different aspects of brain plasticity, including cognition^41,63–67^ and neurogenesis^68^. In the context of dementia and AD models, the local inflammatory milieu was suggested to accelerate tau phosphorylation via the activation of kinases^46,69–71^, and to enhance plaque burden^55,63,64^. In addition, the complement-dependent pathway in microglia, which is involved in pruning excess synapses in development, has been suggested as a negative player in AD^34^. Here, we show that IL-1β was elevated in DM-hTAU, and was reduced as a result of the treatment with anti-PD-L1. Increased levels of IL-1β have been observed in patients with AD and vascular dementia^72^. Moreover, it was reported in mouse models of AD that inhibition of IL-1β signaling reduces the activity of several tau kinases in the brain, and also reduces phosphorylated tau levels^43^. The results presented here suggest that astrocytes are the predominant cells that express this inflammatory cytokine. Importantly, the observed reduction of IL-1β as a result of the PD-L1 blockade treatment in the present study could reflect a direct effect of the infiltrating myeloid cells on astrocytes, or an indirect mechanism via their effect on microglia^73^, as it was previously demonstrated that microglia can modulate the inflammatory response in astrocytes^74^.

Our present finding that treatment with immune checkpoint blockade is beneficial in both the beta-amyloid model of AD as well as in the DM-hTAU model of dementia supports our contention that the treatment activates a universal immune repair mechanism. This reparative mechanism, which starts outside the brain and culminates in a sequence of events within the brain, does not directly target any of the brain pathologies that are hallmarks of the disease. Therefore, testing any immune checkpoint antibody in models of AD should be based first on the ability of the antibody to activate systemic immunity, and subsequently to improve cognitive performance, and only then be tested for its ability to reduce disease pathology^26,30^; measuring only plaque accumulation cannot serve as a primary read out, as the effect of anti-PD1/PDL-1 antibodies on the plaque load is secondary. The need to optimize the treatment with the tested antibody in each animal model of AD at each facility might explain the failure of a study using PD-1 blockade, that measured only plaque load^75^.

The two mouse models that we used here represent different forms of inherited AD and dementia^29,31^. Since these transgenic models are neuronal driven our results strongly support our approach of activating the immune system to revitalize a common pathway of repair that is independent of the manner in which the disease pathology was caused or induced. In light of these findings, another study using PD-1 blockade in a murine Toxoplasma infection model demonstrated diminished cyst burden due to leukocytes infiltration via the choroid plexus^76^. Taken together, these results further substantiate the effect of immune checkpoint blockade in augmenting systemic immunity, to facilitate the mobilization of leukocytes to sites of neuroinflammation, leading to immune modulation and tissue repair^77,78^.

In the experiments described here, a single injection of the antibody led to reversal of cognitive deficits, assessed 1 month after treatment. When repeated injections were given, the antibodies were administered once a month. Given the short half-life of the rat anti-mouse PD-L1 antibody that was used here, it is suggested that the beneficial effect of the immunotherapy for AD and dementia does not require continuous exposure to the antibody, and that the effect is mechanistically different from that underlying the current anti-PD-L1 treatment used in cancer therapy^79,80^; it is therefore expected to have minimal adverse immunological effects. Further studies are currently being performed to optimize the treatment regimen for translation of this therapy to AD patients.

In conclusion, immune checkpoint blockade is the first proposed treatment for AD that targets common pathways in the immune system rather than any single disease-escalating factor within the brain, aiming to revive the body’s own immune-based repair mechanism that could comprehensively modify the diseased brain, irrespective of the primary disease etiology.

## Methods

### Animals

Heterozygous 5XFAD transgenic mice (Tg6799; on a C57/BL6-SJL background) co-overexpress mutant forms of human APP associated with familial AD, the Swedish mutation (K670N/M671L), the Florida mutation, (I716V), and the London mutation (V717I). Heterozygous DM-hTAU transgenic mice expressing two mutations K257T/P301S (double mutant, DM; on a BALBc-C57/BL6 background) under the natural TAU promoter, associated with severe disease manifestations of frontotemporal-dementia in humans, were kindly provided by Prof. Dan Frenkel. Genotyping was performed by PCR analysis of tail DNA, as previously described^31^. Throughout the study, WT controls in each experiment were nontransgene littermates from the relevant tested mouse colonies. C57BL/6 CD45.2 Ub-GFP mice, in which GFP is ubiquitously expressed^48^, were used as donors for bone marrow chimeras. MSR1^−/−^ were generated by Professor Tatsuhiko Kodama, and were kindly provided by Prof. Dan Frenkel^51^. Animals were bred and maintained by the Animal Breeding Center of the Weizmann Institute of Science. All experiments detailed herein complied with the regulations formulated by the Institutional Animal Care and Use Committee (IACUC) of the Weizmann Institute of Science.

### RNA purification, cDNA synthesis, and quantitative real-time PCR analysis

Total RNA of the hippocampal DG was extracted with the TRI Reagent (Molecular Research Center) and purified from the lysates using an RNeasy Kit (Qiagen). The expression of specific mRNAs was assayed using fluorescence-based quantitative real-time PCR (RT-qPCR). RT-qPCR reactions were performed using Fast-SYBR PCR Master Mix (Applied Biosystems). Quantification reactions were performed in triplicate for each sample using the standard curve method. Peptidylprolyl isomerase A (*ppia*) was chosen as a reference (housekeeping) gene. The amplification cycles were 95 °C for 5 s, 60 °C for 20 s, and 72 °C for 15 s. At the end of the assay, a melting curve was constructed to evaluate the specificity of the reaction. All RT-qPCR reactions were performed and analyzed using StepOne software V2.2.2 (Applied Biosystems).

The following primers were used for the genes indicated:

*ppia* forward 5′-AGCATACAGGTCCTGGCATCTTGT-3′ and reverse 5′-CAAAGACCACATGCTTGCCATCCA-3′;

*tnf-a* forward 5′-GCCTCTTCTCATTCCTGCTT-3′ reverse CTCCTCCACTTGGTGGTTTG-3′;

*il-12*p40 forward 5′-GAAGTTCAACATCAAGAGCA-3′ and reverse 5′-CATAGTCCCTTTGGTCCAG-3′;

*il-10* forward 5′-TGAATTCCCTGGGTGAGAAGCTGA-3′ and reverse 5′-TGGCCTTGTAGACACCTTGGTCTT-3′;

*il-6* forward 5′-AACAAGAAAGACAAAGCCAG-3′ and reverse 5′- GGAGAGCATTGGAAATTGG -3′;

*il-1β* forward 5′-CCAAAAGATGAAGGGCTGCTT-3′ and reverse 5′- TGCTGCTGCGAGATTTGAAG -3′;

### Immunohistochemistry

Mice were transcardially perfused with phosphate buffered saline (PBS) before tissue excision and fixation. Tissues that were not adequately perfused were not further analyzed, to eliminate autofluorescence associated with blood contamination. Two different tissue preparation protocols (paraffin-embedded or microtome free-floating sections) were applied, as previously described^25,26^. The following primary antibodies were used: mouse anti-Aβ (1:300, Covance, #SIG-39320); rabbit anti-GFAP (1:200, Dako, #Z0334); chicken anti-GFAP (1:400, Abcam, #4674); rabbit anti-cleaved caspase 3 (1:100, Cell Signaling, #9664); mouse anti-AT-100 and AT-180 (1:50, Innogenetics, #90209 and #90337); mouse anti-Neu-N (1:100, Millipore, # MAB377); rabbit anti-synaptophysin (1:100, Abcam, #32127); mouse anti-Vglut1 (1:100, Millipore, MAB5502); goat anti-IBA-1 (1:100, Abcam #5076); rabbit anti-IBA-1 (1:200, Wako #019-19741); mouse anti-IBA-1 (1:100, GeneTex, #GTX632426); rabbit anti-GFP (1:100, MBL, #598); goat anti-GFP (1:100, Abcam, #6658); rabbit anti-IL1β (1:100, Santa Cruz Biotechnology, SC-7884); goat anti-IL-10 (1:50, R&D Systems, Minneapolis, MN, #AF519); rabbit anti-MSR1 (1:100, GeneTex, #GTX51749). Secondary antibodies included: Cy2/Cy3/Cy5-conjugated donkey anti-mouse/goat/rabbit/rat antibodies (1:200; all from Jackson Immunoresearch). The slides were exposed to 4′,6-diamidino-2-phenylindole (DAPI) for nuclear staining (1:10,000; Biolegend) for 1 min. Two negative controls were routinely used in immunostaining procedures, staining with isotype control antibody followed by secondary antibody, or staining with secondary antibody alone. The tissues were applied to slides, mounted with Immu-mount (9990402, from Thermo Scientific), and sealed with cover-slips. Microscopic analysis was performed using a fluorescence microscope (E800; Nikon) or laser-scanning confocal microscope (Zeiss, LSM880). The fluorescence microscope was equipped with a digital camera (DXM 1200F; Nikon), and with either a ×20 NA 0.50 or ×40 NA 0.75 objective lens (Plan Fluor; Nikon). Recordings were made on postfixed tissues using acquisition software (NIS-Elements, F3 (Nikon) or LSM (Carl Zeiss, Inc.)). For quantification of staining intensity, total cell and background staining were measured using ImageJ software (NIH), and the intensity of specific staining was calculated, as previously described^81^. Images were cropped, merged, and optimized using Photoshop CS6 13.0 (Adobe), and were arranged using Illustrator CS5 15.1 (Adobe).

### Radial arm water maze (RAWM)

The RAWM task was used to test spatial learning and memory, as was previously described in detail^82^. Briefly, six stainless-steel inserts were placed in the tank, forming six swim arms radiating from an open central area. The escape platform was located at the end of one arm (the goal arm), 1.5 cm below the water surface, in a pool 1.1 m in diameter. The water temperature was maintained between 21 and 22 °C. Water was made opaque with milk powder. Within the testing room, only distal visual shape and object cues were available to the mice to aid in location of the submerged platform. The goal arm location remained constant for a given mouse. On day 1, mice were trained for 15 trials (spaced over 3 h), with trials alternating between a visible and hidden platform, and the last 4 trails with hidden platform only. On day 2, mice were trained for 15 trials with the hidden platform. Entry into an incorrect arm, or failure to select an arm within 15 s, was scored as an error. Spatial learning and memory were measured by counting the number of arm entry errors or the escape latency of the mice on each trial. Training data were analyzed as the mean errors or escape latency, for training blocks of three consecutive trials. The investigator was blind to the identity of the animals throughout the experiments. Data were analyzed and codes were opened by a member of the team who did not perform the behavioral tests.

### T-maze

The T-maze test assesses spatial short-term memory and alternation behavior, analyzing the animals’ ability to recognize and differentiate between a novel unknown versus a familiar compartment^31,40^. The T-shaped maze was made of plastic with two 45 cm long arms, which extended at right-angles from a 57 cm long alley. The arms had a width of 10 cm and were surrounded by 10 cm high walls. The test consisted of two trials at an interval of 5 min, during which time the animals were returned to their home cages. During an 8 min acquisition trial, one of the short arms was closed. In the 3 min retention trial, mice had access to both arms and to the alley. Time spent in each of the arms and in the long alley was assessed. Cognitively healthy mice tend to spend more time in the novel arm than in the familiar one or in the alley. Data were recorded using the EthoVision XT 11 automated tracking system (Noldus Information Technology). The investigator was blind to the identity of the animals throughout the experiments. Data were analyzed and codes were opened by a member of the team who did not perform the behavioral tests.

### Y-maze

Spontaneous alternation behavior was recorded in a Y-maze to assess short-term memory performance^39^. The apparatus was a symmetrical Y-maze; each arm measured 50 × 10 cm, with 40-cm-high side walls. Mice were placed in the maze and allowed to freely explore for 5 min. Arms were arbitrarily labeled A, B, and C, and the sequence of arm entries was used to assess alternation behavior. An alternation was defined as consecutive entries into all three arms. The number of maximum alternations was therefore the total number of arm entries minus two, and the percentage of alternations was calculated as (actual alternations/maximum alternations) × 100. For example, for arms referred to as A, B, C, if the mouse performed ABCABCABBAB, the number of arm entries would be 11, and the successive alternations: ABC, BCA, CAB, ABC, BCA, CAB. Therefore, the percentage of alternations would be [6/(11−2)] × 100 = 66.7^83^. Statistical analysis was performed using analysis of variance (ANOVA) and the Fisher’s exact test.

### Bone marrow chimerism

BM chimeras were prepared as previously described^49^. In brief, chimeras were prepared by subjecting gender-matched recipient mice to lethal irradiation (950 rad), directing the beam to the lower part of the body, and avoiding the head. The mice were then reconstituted with 5×10^6^ GFP-BM cells. The mice were analyzed 5 weeks after BM transplantation (exhibiting an average of 72% chimerism). CNS-infiltrating GFP^+^ myeloid cells were verified to be CD45^high^/CD11b^high^, representing monocyte-derived macrophages and not microglia^52^. In order to study the role of MSR1^+^ monocytes-derived macrophages, gender-matched DM-hTAU and WT littermates were subjected to whole body irradiation (950 rad). The mice were then reconstituted either with 5×10^6^ MSR^−/−^-BM cells or with WT BM cells, derived from non-transgene age-matched littermates.

### Cresyl Violet staining

Fixed brains were sagittally sectioned, with a section thickness of 6 µm. To estimate neuronal survival, Cresyl violet staining was performed to visualize neurons. Pyramidal neurons were counted in each brain from serial sections located 30 µm apart. All cell counting were performed by a researcher who was blind to the identity of the animals.

### Therapeutic antibodies

For PD-1 blockade, PD-1-specific blocking antibody (anti-PD-1; rat IgG2a isotype; clone RPM1-14; BIOXCELL) and isotype control (anti-trinitrophenol; clone 2A3, BIOXCELL) were administered i.p. For PD-L1 blockade, throughout the entire study, PD-L1-blocking antibody directed to mouse PD-L1 was used (anti-PD-L1 antibody; rat IgG2b isotype; clone 10F.9G2; BIOXCELL) and isotype control (anti-keyhole limpet hemocyanin; clone LTF-2; BIOXCELL) was administered i.p. In one experiment, anti-human PD-L1 antibody was used, which was produced as follows: The V-gene sequences of the anti-mouse anti-PD-L1 antibody YW243-55-S70 (Ref US20100203056A1) was synthesized and cloned onto coding regions for murine IgG2a/VL-K constant domains. Subsequently, the antibody transiently expressed in HEK 293 cells and purified standard protocols^44^.

### Aβ plaque quantitation

From each brain, 6 µm coronal slices were collected, and five sections per mouse were immunostained, from 4 to 5 different predetermined depths throughout the region of interest (DG or cerebral cortex). Histogram-based segmentation of positively stained pixels was performed using Image-Pro Plus software (Media Cybernetics, Bethesda, MD, USA). The segmentation algorithm was manually applied to each image, in the DG area or in cortical layer V, and the percentage of the area occupied by total Aβ immunostaining was determined. Plaque numbers were quantified from the same 6 µm coronal brain slices, and are presented as average number of plaques per brain region, in the region of interest (ROI), identically marked on all slides from all depths and in all animals examined. Prior to quantification, slices were coded to mask the identity of the experimental groups, and were quantified by an observer blinded to the identity of the groups.

### Aggregated tau quantitation

After perfusion, hippocampus and cortex tissues were dissected and homogenized in ice-cold buffer A (349.1 mM sucrose, 0.1 mM CaCl_2_, 1 mM MgCl_2_) supplemented with protease inhibitor cocktail (Sigma; P8340). Homogenates were diluted in TBS with 1% Triton X-100 (Sigma; T8787) supplemented with protease inhibitor cocktail, and were individually measured by Tau Aggregation Assay using a commercially available kit (CisBio; CB-6FTAUPEG) according to the manufacturer’s instructions. This assay is based on the fluorescence resonance energy transfer (FRET) immunoassay. Protein concentrations were measured using BCA protein assay kit (Pierce; 23227) according to the manufacturer’s instructions.

### IL-1β quantitation

Hippocampal tissue homogenates in buffer A supplemented with protease inhibitor cocktail (as described above) were measured by Mouse IL1 beta assay using a commercially available kit (CisBio; CB-62MIL1BPEG) according to the manufacturer’s instructions, and normalized to protein concentration. This assay as above, was based on the FRET immunoassay.

### Flow cytometry sample preparation and analysis

Mice were transcardially perfused with PBS, and tissues were treated as previously described^26^. Brains were dissociated using the gentleMACS dissociator (Miltenyi Biotec). Spleens were mashed with the plunger of a syringe and treated with ACK (ammonium chloride potassium)-lysing buffer to remove erythrocytes. In all cases, samples were stained according to the manufacturers’ protocols. All samples were filtered through a 70-μm nylon mesh, and blocked with anti-Fc CD16/32 (1:100; BD Biosciences). The following fluorochrome-labeled monoclonal antibodies were purchased from BD Pharmingen, BioLegend, R&D Systems or eBiosciences, and used according to the manufacturers’ protocols: Brilliant-violet 421-conjugated anti-CD45 or CD-4; PE-conjugated anti-CD3 or anti-CD11b; FITC-conjugated anti-CD44 or anti-CD11b; PerCP-Cy5.5-conjugated anti-CD62L; APC-conjugated anti-Ly6C. Cells were analyzed on an LSRII cytometer (BD Biosciences) using FlowJo software. In each experiment, relevant negative control groups, positive controls and single-stained samples for each tissue were used to identify the populations of interest and to exclude other populations.

### Sorting of myeloid cells

Cell populations were sorted with FACSAriaIII (BD Biosciences, San Jose, CA). Prior to sorting, all samples were filtered through a 40-μm nylon mesh. For the isolation of monocytes-derived macrophages, samples were gated for CD45^high^ and CD11b^high^ (Brilliant-violet-421, 1:150, 30-F11, Biolegend Inc. San Diego, CA; APC CD11b, 1:100, M1/70, eBioscience), while excluding doublets. Isolated cells were single cell sorted into 384-well cell capture plates containing 2 μL of lysis solution and barcoded poly(T) reverse-transcription (RT) primers for single-cell RNA-seq^84^. 

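The wells without a cell held a median of 7.5 UMIs, with a range of 2 to 68 over the 20 such wells of the 5 libraries. By library the medians were 6 in AB5863, 4 in AB5864, 11 in AB5865, 7 in AB5867 and 9.5 in AB5876. Of the Fig. 5j genes, Apoe had 8 UMIs in these wells together and Mrc1 had 1, and the others, Msr1, Siglec1, Lyve1, Stab1 and Igf1 among them, had 0. The 92 ERCC spike-ins, synthetic RNAs, had at most 2 UMIs in a library.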

Four empty wells were designated in each 384-well plate as a no-cell control during data analysis. Immediately after sorting, each plate was spun down to ensure cell immersion into the lysis solution, snap frozen on dry ice, and stored at −80 °C until processing.

### Preparation of massively parallel single-cell RNA-seq library (MARS-seq)

Single-cell libraries were prepared as previously described^73^. In brief, mRNA from cells sorted into cell capture plates was barcoded, converted into cDNA, and pooled using an automated pipeline. The pooled sample was then linearly amplified by T7 in vitro transcription, and the resulting RNA was fragmented and converted into a sequencing-ready library by tagging the samples with pooled barcodes and Illumina sequences during ligation, RT, and PCR. Each pool of cells was tested for library quality, and concentration was assessed, as described^73^.

### Analysis of single cell RNA-seq data

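The depth of a cell differed between the libraries. The median UMIs per well with a cell were 289.5 in library AB5863, 273.5 in AB5864, 850 in AB5865, 263 in AB5867 and 1073.5 in AB5876, and in the kept cells they were 680, 759, 1168, 651 and 1267.5. UMIs count captured molecules, so they are fewer than reads. The kept cells of library AB5876 reached 10134 UMIs and those of library AB5863 reached 2535. In the kept cells, mitochondrial genes took a median of 8.94, 6.89, 9.09, 9.16 and 9.64% of UMIs in the same order.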

All MARS-seq libraries were sequenced using an Illumina NextSeq 500 at an average sequencing depth of 50,000 reads per cell. Sequences were demultiplexed, mapped and filtered as previously described^84^, extracting a set of unique molecular identifiers per cell. Cells were then clustered using the MetaCell analysis package^85^. Briefly, informative genes were used to compute cell-to-cell similarity and to build a K-nn graph (*k* = 50) to group cells into cohesive groups (or “meta-cells”). Finally, the package uses bootstrapping to derive strongly separated clusters. The MetaCell package is available at https://bitbucket.org/tanaylab/metacell/src

### Statistical analysis

The specific tests used to analyze each set of experiments are indicated in the figure legends. Data were analyzed using a two-tailed Student’s *t* test to compare between two groups; one-way ANOVA was used to compare several groups, followed by the Fisher’s exact test post-hoc procedure. Data from behavioral tests were analyzed using two-way repeated-measures ANOVA, and Dunnetts’ post-hoc procedure was used for multiple comparisons. Sample sizes for behavioral studies were chosen with adequate statistical power based on the literature and past experience, and mice were allocated to experimental groups according to age, gender and genotype. Investigators were blinded to the identity of the groups during experiments and outcome assessment. All inclusion and exclusion criteria were pre-established according to IACUC guidelines. Results are presented as mean ± s.e.m. In the graphs, *y*-axis error bars represent s.e.m. Statistical calculations were performed using GraphPad Prism software (GraphPad Software, San Diego, CA).

## Supplementary Information

Supplementary Information

Peer Review File

## Data Availability

The authors declare that the data supporting the findings of this study are available within the paper and its Supplementary Information files or from the corresponding author on reasonable request.

## References

[1] Shi Y (2017). ApoE4 markedly exacerbates tau-mediated neurodegeneration in a mouse model of tauopathy. Nature.

[2] Wang J, Gu BJ, Masters CL, Wang YJ (2017). A systemic view of Alzheimer disease—insights from amyloid-β metabolism beyond the brain. Nat. Rev. Neurol..

[3] Polanco JC (2017). Amyloid-β and tau complexity—towards improved biomarkers and targeted therapies. Nat. Rev. Neurol..

[4] Guerreiro R (2013). *TREM2* variants in Alzheimer’s disease. N. Engl. J. Med..

[5] Lovestone S (2015). A phase II trial of tideglusib in Alzheimer’s disease. J. Alzheimers Dis..

[6] Panza F (2016). Tau-centric targets and drugs in clinical development for the treatment of Alzheimer’s disease. Biomed. Res. Int..

[7] Herrup K (2015). The case for rejecting the amyloid cascade hypothesis. Nat. Neurosci..

[8] Marchesi VT (2012). Alzheimer’s disease 2012: the great amyloid gamble. Am. J. Pathol..

[9] Breitner JC (2011). Extended results of the Alzheimer’s disease anti-inflammatory prevention trial. Alzheimer’s Dement..

[10] Moalem G (1999). Autoimmune T cells protect neurons from secondary degeneration after central nervous system axotomy. Nat. Med..

[11] Rapalino O (1998). Implantation of stimulated homologous macrophages results in partial recovery of paraplegic rats. Nat. Med..

[12] Baruch K (2014). Aging. Aging-induced type I interferon response at the choroid plexus negatively affects brain function. Science.

[13] Ziv Y (2006). Immune cells contribute to the maintenance of neurogenesis and spatial learning abilities in adulthood. Nat. Neurosci..

[14] Filiano AJ (2016). Unexpected role of interferon-γ in regulating neuronal connectivity and social behaviour. Nature.

[15] Derecki NC (2010). Regulation of learning and memory by meningeal immunity: a key role for IL-4. J. Exp. Med..

[16] Appel SH, Beers DR, Henkel JS (2010). T cell-microglial dialogue in Parkinson’s disease and amyotrophic lateral sclerosis: are we listening?. Trends Immunol..

[17] Marsh SE (2016). The adaptive immune system restrains Alzheimer’s disease pathogenesis by modulating microglial function. Proc. Natl Acad. Sci..

[18] Butovsky O (2006). Glatiramer acetate fights against Alzheimer’s disease by inducing dendritic-like microglia expressing insulin-like growth factor 1. Proc. Natl Acad. Sci. USA.

[19] Lampron A, Pimentel-Coelho PM, Rivest S (2013). Migration of bone marrow-derived cells into the CNS in models of neurodegeneration. J. Comp. Neurol..

[20] Gate D, Rezai-Zadeh K, Jodry D, Rentsendorj A, Town T (2010). Macrophages in Alzheimer’s disease: the blood-borne identity. J. Neural Transm..

[21] Simard AR, Soulet D, Gowing G, Julien JP, Rivest S (2006). Bone marrow-derived microglia play a critical role in restricting senile plaque formation in Alzheimer’s disease. Neuron.

[22] Koronyo Y (2015). Therapeutic effects of glatiramer acetate and grafted CD115+monocytes in a mouse model of Alzheimer’s disease. Brain.

[23] Mildner A (2011). Distinct and non-redundant roles of microglia and myeloid subsets in mouse models of Alzheimer’s disease. J. Neurosci..

[24] Naert G, Rivest S (2013). A deficiency in CCR2. J. Mol. Cell Biol..

[25] Kunis G (2013). IFN-γ-dependent activation of the brain’s choroid plexus for CNS immune surveillance and repair. Brain.

[26] Baruch K (2015). Breaking immune tolerance by targeting Foxp3+regulatory T cells mitigates Alzheimer’s disease pathology. Nat. Commun..

[27] Guillot-Sestier MV (2015). Il10 deficiency rebalances innate immunity to mitigate Alzheimer-like pathology. Neuron.

[28] Rosenkranz D (2007). Higher frequency of regulatory T cells in the elderly and increased suppressive activity in neurodegeneration. J. Neuroimmunol..

[29] Oakley H (2006). Intraneuronal beta-amyloid aggregates, neurodegeneration, and neuron loss in transgenic mice with five familial Alzheimer’s disease mutations: potential factors in amyloid plaque formation. J. Neurosci..

[30] Baruch K (2016). PD-1 immune checkpoint blockade reduces pathology and improves memory in mouse models of Alzheimer’s disease. Nat. Med..

[31] Rosenmann H (2008). A novel transgenic mouse expressing double mutant tau driven by its natural promoter exhibits tauopathy characteristics. Exp. Neurol..

[32] Terry RD (1991). Physical basis of cognitive alterations in alzheimer’s disease: synapse loss is the major correlate of cognitive impairment. Ann. Neurol..

[33] DeKosky ST, Scheff SW (1990). Synapse loss in frontal cortex biopsies in Alzheimer’s disease: correlation with cognitive severity. Ann. Neurol..

[34] Hong S (2016). Complement and microglia mediate early synapse loss in Alzheimer mouse models. Science.

[35] Eimer WA, Vassar R (2013). Neuron loss in the 5XFAD mouse model of Alzheimer’s disease correlates with intraneuronal Aβ42 accumulation and Caspase-3 activation. Mol. Neurodegener..

[36] Jawhar S, Trawicka A, Jenneckens C, Bayer TA, Wirths O (2012). Motor deficits, neuron loss, and reduced anxiety coinciding with axonal degeneration and intraneuronal Aβ aggregation in the 5XFAD mouse model of Alzheimer’s disease. Neurobiol. Aging.

[37] D’Amelio M (2011). Caspase-3 triggers early synaptic dysfunction in a mouse model of Alzheimer’s disease. Nat. Neurosci..

[38] Bardhan K, Anagnostou T, Boussiotis VA (2016). The PD1:PD-L1/2 pathway from discovery to clinical implementation. Front. Immunol..

[39] Hughes RN (2004). The value of spontaneous alternation behavior (SAB) as a test of retention in pharmacological investigations of memory. Neurosci. Biobehav. Rev..

[40] Zueger M (2005). Olfactory bulbectomy in mice induces alterations in exploratory behavior. Neurosci. Lett..

[41] Ghosh S (2013). Sustained interleukin-1β overexpression exacerbates tau pathology despite reduced amyloid burden in an Alzheimer’s mouse model. J. Neurosci..

[42] Shaftel SS, Griffin WST, O’Banion MK (2008). The role of interleukin-1 in neuroinflammation and Alzheimer disease: an evolving perspective. J. Neuroinflamm..

[43] Kitazawa M (2011). Blocking IL-1 signaling rescues cognition, attenuates tau pathology, and restores neuronal β-catenin pathway function in an Alzheimer’s disease model. J. Immunol..

[44] Huang A (2017). A human programmed death-ligand 1-expressing mouse tumor model for evaluating the therapeutic efficacy of anti-human PD-L1 antibodies. Sci. Rep..

[45] Birch AM, Katsouri L, Sastre M (2014). Modulation of inflammation in transgenic models of Alzheimer’s disease. J. Neuroinflamm..

[46] Arnaud L, Robakis NK, Figueiredo-Pereira ME (2006). It may take inflammation, phosphorylation and ubiquitination to ‘tangle’ in Alzheimer’s disease. Neurodegener. Dis..

[47] Mesquita SD (2015). The choroid plexus transcriptome reveals changes in type I and II interferon responses in a mouse model of Alzheimer’s disease. Brain Behav. Immun..

[48] Paul F (2015). Transcriptional heterogeneity and lineage commitment in myeloid progenitors. Cell.

[49] Shechter R (2009). Infiltrating blood-derived macrophages are vital cells playing an anti-inflammatory role in recovery from spinal cord injury in mice. PLoS Med..

[50] Khoury JEl (1996). Scavenger receptor-mediated adhesion of microglia to β-amyloid fibrils. Nature.

[51] Frenkel D (2013). Scara1 deficiency impairs clearance of soluble amyloid-β by mononuclear phagocytes and accelerates Alzheimer’s-like disease progression. Nat. Commun..

[52] Shechter R (2013). Recruitment of beneficial M2 macrophages to injured spinal cord is orchestrated by remote brain choroid plexus. Immunity.

[53] Lichtenwalner RJ (2001). Intracerebroventricular infusion of insulin-like growth factor-I ameliorates the age-related decline in hippocampal neurogenesis. Neuroscience.

[54] Schledzewski K (2006). Lymphatic endothelium-specific hyaluronan receptor LYVE-1 is expressed by stabilin-1+, F4/80+, CD11b+macrophages in malignant tumours and wound healing tissuein vivo and in bone marrow culturesin vitro: implications for the assessment of lymphangiogenesi. J. Pathol..

[55] Heneka MT (2015). Neuroinflammation in Alzheimer’s disease. Lancet Neurol..

[56] Group AR (2007). Naproxen and celecoxib do not prevent AD in early results from a randomized controlled trial. Neurology.

[57] Chakrabarty P (2015). IL-10 alters immunoproteostasis in APP mice, increasing plaque burden and worsening cognitive behavior. Neuron.

[58] Thériault P, ElAli A, Rivest S (2015). The dynamics of monocytes and microglia in Alzheimer’s disease. Alzheimers Res. Ther..

[59] Koronyo-Hamaoui M (2009). Attenuation of AD-like neuropathology by harnessing peripheral immune cells: Local elevation of IL-10 and MMP-9. J. Neurochem..

[60] Raposo C (2014). CNS repair requires both effector and regulatory T cells with distinct temporal and spatial profiles. J. Neurosci..

[61] Wattananit S (2016). Monocyte-derived macrophages contribute to spontaneous long-term functional recovery after stroke in mice. J. Neurosci..

[62] Schwartz M, Baruch K (2014). Breaking peripheral immune tolerance to CNS antigens in neurodegenerative diseases: boosting autoimmunity to fight-off chronic neuroinflammation. J. Autoimmun..

[63] Heneka MT (2013). NLRP3 is activated in Alzheimer’s disease and contributes to pathology in APP/PS1 mice. Nature.

[64] vom Berg J (2012). Inhibition of IL-12/IL-23 signaling reduces Alzheimer’s disease-like pathology and cognitive decline. Nat. Med..

[65] Shaftel SS (2007). Chronic interleukin-1 expression in mouse brain leads to leukocyte infiltration and neutrophil-independent blood brain barrier permeability without overt neurodegeneration. J. Neurosci..

[66] Liddelow SA (2017). Neurotoxic reactive astrocytes are induced by activated microglia. Nature.

[67] Blasko I (2004). How chronic inflammation can affect the brain and support the development of Alzheimer’s disease in old age: the role of microglia and astrocytes. Aging Cell.

[68] Ekdahl CT, Claasen JH, Bonde S, Kokaia Z, Lindvall O (2003). Inflammation is detrimental for neurogenesis in adult brain. Proc. Natl Acad. Sci. USA.

[69] Kitazawa M, Oddo S, Yamasaki TR, Green KN, Laferla FM (2005). Lipopolysaccharide-induced inflammation exacerbates tau pathology by a cyclin-dependent kinase 5-mediated pathway in a transgenic model of Alzheimer’s disease. J. Neurosci..

[70] Collins-Praino LE, Corrigan F (2017). Does neuroinflammation drive the relationship between tau hyperphosphorylation and dementia development following traumatic brain injury?. Brain Behav. Immun..

[71] Zilka N (2012). Who fans the flames of Alzheimer’s disease brains? Misfolded tau on the crossroad of neurodegenerative and inflammatory pathways. J. Neuroinflamm..

[72] Cacabelos R (1994). Brain interleukin-1 beta in Alzheimer’s disease and vascular dementia. Methods Find. Exp. Clin. Pharmacol..

[73] Keren-Shaul H (2017). A unique microglia type associated with restricting development of Alzheimer’s disease. Cell.

[74] Rothhammer V (2018). Microglial control of astrocytes in response to microbial metabolites. Nature.

[75] Latta-Mahieu M (2018). Systemic immune-checkpoint blockade with anti-PD1 antibodies does not alter cerebral amyloid-β burden in several amyloid transgenic mouse models. Glia.

[76] Xiao J, Li Y, Yolken RH, Viscidi RP (2018). PD-1 immune checkpoint blockade promotes brain leukocyte infiltration and diminishes cyst burden in a mouse model of Toxoplasma infection. J. Neuroimmunol..

[77] Schwartz M (2017). Can immunotherapy treat neurodegeneration?. Science.

[78] Frere S, Slutsky I (2018). Alzheimer’s disease: from firing instability to homeostasis network collapse. Neuron.

[79] Hamanishi J (2016). PD-1/PD-L1 blockade in cancer treatment: perspectives and issues. Int. J. Clin. Oncol..

[80] Maute RL (2015). Engineering high-affinity PD-1 variants for optimized immunotherapy and immuno-PET imaging. Proc. Natl Acad. Sci. USA.

[81] Suffner J (2010). Dendritic cells support homeostatic expansion of Foxp3+regulatory T cells in Foxp3.LuciDTR mice. J. Immunol..

[82] Alamed J, Wilcock DM, Diamond DM, Gordon MN, Morgan D (2006). Two-day radial-arm water maze learning and memory task; robust resolution of amyloid-related memory deficits in transgenic mice. Nat. Protoc..

[83] Kouzu Y, Moriya T, Takeshima H, Yoshioka T, Shibata S (2000). Mutant mice lacking ryanodine receptor type 3 exhibit deficits of contextual fear conditioning and activation of calcium/calmodulin-dependent protein kinase II in the hippocampus. Mol. Brain Res..

[84] Jaitin DA (2014). Massively parallel single-cell RNA-seq for marker-free decomposition of tissues into cell types. Science.

[85] Baran, Y. et al. MetaCell: analysis of single cell RNA-seq data using k-NN graph partitions. Preprint at 10.1101/437665 (2018).10.1186/s13059-019-1812-2PMC679005631604482

# Supplementary material for: PD-1/PD-L1 checkpoint blockade harnesses monocyte-derived macrophages to combat cognitive impairment in a tauopathy mouse model
**Source:** Nat Commun. 2019 Jan 28;10:465. doi: 10.1038/s41467-019-08352-5
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Fig. 1. A single injection of 0.5mg anti-PD-1 in 5XFAD female mice has a similar beneficial effect on cognitive performance, as two injections of 0.25mg.**

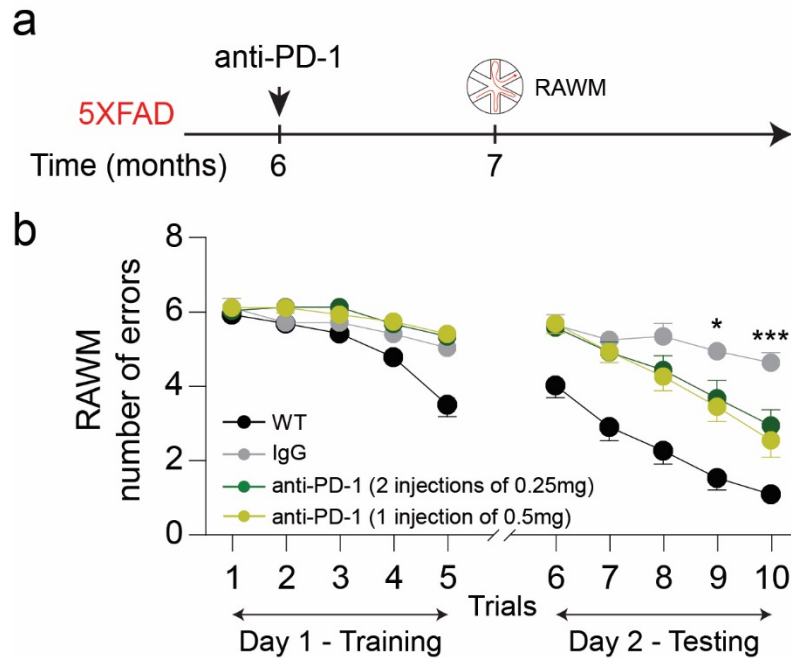

**Supplementary Fig. 1. A single injection of 0.5mg of anti-PD-1 in 5XFAD female mice has a similar beneficial effect on cognitive performance, as two injections of 0.25mg.** Female 5XFAD mice (average age 7 months) were treated with either two injections of 0.25mg anti-PD-1 or with a single injection of 0.5mg PD-1-specific antibody or isotype matched control antibody (IgG). Experimental design is presented in (a). Black arrow indicates time point of treatment, and illustrations indicate time points of cognitive scoring using the Radial arm water maze (RAWM). (b) RAWM performance of 5XFAD mice treated with two injections of 0.25mg of anti-PD-1 ( $n = 11$ ), 5XFAD mice treated with a single injection of 0.5mg of anti-PD-1 ( $n = 7$ ), 5XFAD mice treated with IgG isotype control ( $n = 10$ ), and wild-type (WT) ( $n = 14$ ) controls. Two-way repeated-measures ANOVA and Dunnett's post-hoc test for multiple comparisons. Data are represented as mean  $\pm$  s.e.m.; \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

**Supplementary Fig. 2. Early treatment with anti-PD-1 antibody rescues neurons in 5XFAD mice.**

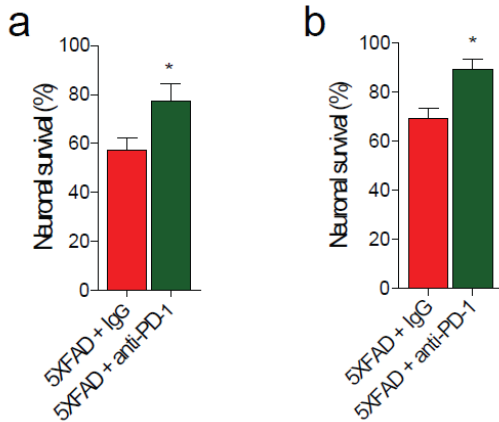

**Supplementary Fig. 2. Early treatment with anti-PD-1 antibody rescues neurons in 5XFAD mice.**

Repeated analysis of neuronal survival of the experiment described in Figure 1 a-d, assessed in the subiculum by Cresyl violet-staining (**a**), and by Neu-N<sup>+</sup> immune-reactivity (**b**), in which we included animals that had a motor deficit in all groups, and could not perform the cognitive test that required swimming. Anti-PD-1-treated 5XFAD mice (n = 9), and IgG-treated 5XFAD mice (n = 10), respectively; Results are expressed as percentage of surviving neurons relative to the number of the pyramidal neurons in the age-matched the WT littermates (n = 6) controls, which were also analyzed. Data are represented as mean  $\pm$  s.e.m.; \*P<0.05, \*\*P<0.01, \*\*\*P<0.001.

**Supplementary Fig. 3. Blockade of PD-L1 reduces cerebral pathology in 5XFAD mice.**

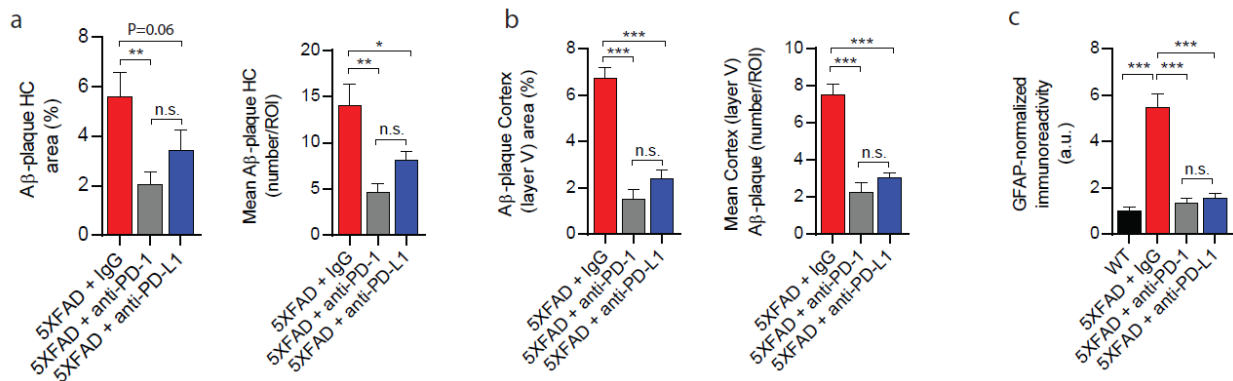

**Supplementary Fig. 3. Blockade of PD-L1 reduces cerebral pathology in 5XFAD mice.**

Immunohistochemical analysis of the mice described in Figure 2d-g, including those that were excluded due to motor deficits in the behavior (Fig. 2c) and the initial pathological analyses (Fig. 2e-g). (a, b) quantification of A $\beta$  immunoreactivity in anti-PD-1-treated 5XFAD mice (n = 9), anti-PD-L1-treated 5XFAD mice (n = 10), and IgG-treated (n = 9) 5XFAD mice. (c) GFAP in anti-PD-1-treated (n = 8), anti-PD-L1-treated 5XFAD mice (n = 10), IgG-treated (n = 15) 5XFAD mice, and WT (n=6), assessed 1 month after treatment. Mean plaque area and plaque numbers were quantified in 6- $\mu$ m brain slices in the dentate gyrus (DG) and in the cerebral cortex (layer V), and GFAP immunoreactivity was measured in the hippocampus (one-way ANOVA and Fisher's exact test).

**Supplementary Figure 4. Separate analysis of the effect of IgG2a and IgG2b on behavior in DM-hTAU mice**

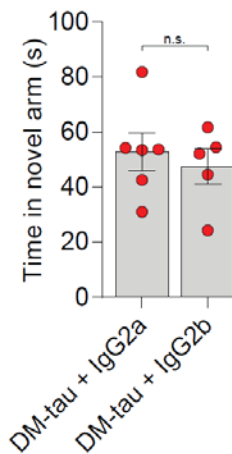

**Supplementary Figure 4. Separate analysis of the effect of IgG2a and IgG2b on behavior in DM-hTAU mice.** Separate analysis of DM-hTAU mice, which were treated with either IgG2a (n=6) or IgG2b (n=5), tested in T-maze task, and analyzed together in Figure 3c. The two IgG isotypes controls showed a similar behavior, with no significant differences.

**Supplementary Figure 5. Blockade of the PD-1/PD-L1 axis supports cognitive improvement in both male and female DM-hTAU mice.**

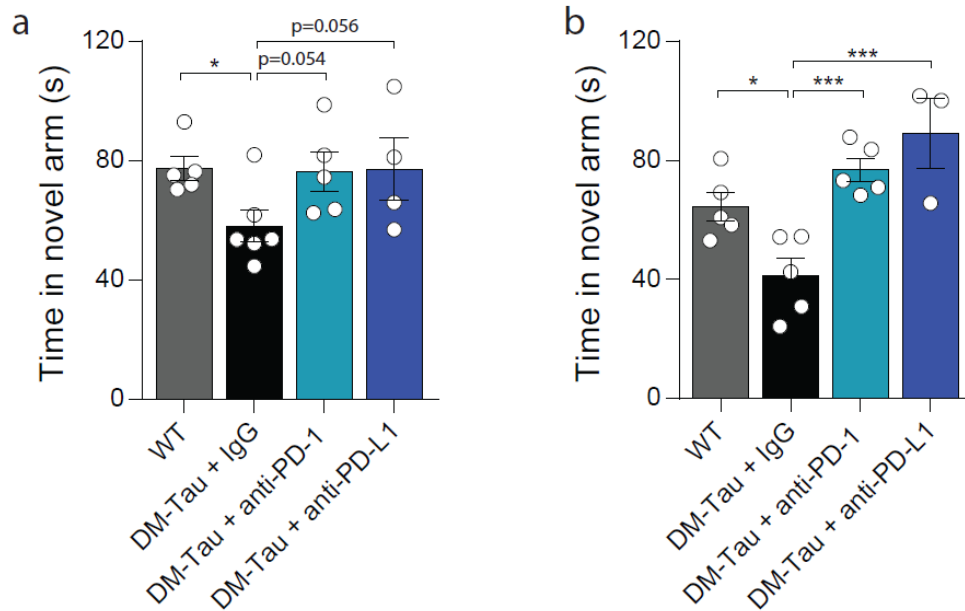

**Supplementary Figure 5. Blockade of the PD-1/PD-L1 axis supports cognitive improvement in both male and female DM-hTAU mice.** Male and female mice expressing the human-tau gene with two mutations (K257T/P301S; double mutant, DM-hTAU) (average cohorts aged 8 months) were treated with anti-PD-1–specific antibody, anti-PD-L1–specific antibody, or isotype matched control antibody (IgG) (one i.p. injection of 0.5mg/mouse); experimental design is presented in Fig. 3a. The results shown here are of separately analyzing the male (a) and female (b) in Figure 3c. **(a)** Effect of PD-1/PD-L1 blockade on spatial memory using T maze task. DM-hTAU male mice treated with either anti-PD-1 (n = 6) or anti-PD-L1 (n = 4) exhibited preference for the novel arm relative to IgG controls (n=6); age matched wild-type (WT) littermates (n=5) were used as an additional control group. **(b)** Effect of PD-1/PD-L1 blockade on spatial memory using T maze task. DM-hTAU female mice treated with either anti-PD-1 (n = 4) or anti-PD-L1 (n = 3) exhibited preference for the novel arm relative to IgG controls (n=5); age matched wild-type (WT) littermates (n=5) were used as an additional control group.

**Supplementary Figure 6. Blockade of the PD-L1 in WT does not affect cognitive performance.**

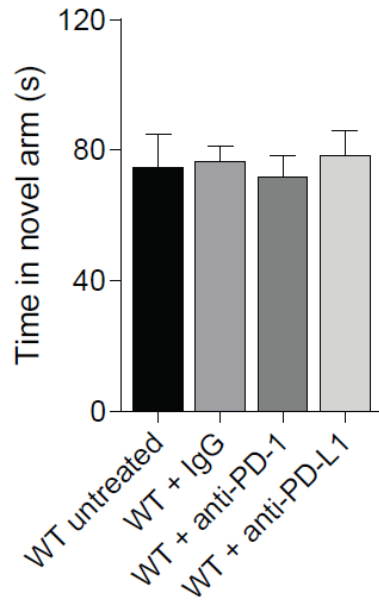

**Supplementary Figure 6. Blockade of the PD-L1 in WT does not affect cognitive performance.** Male WT littermates from the DM-hTAU colony (average cohorts aged 8 months) were treated with anti-PD-L1-specific antibody, or isotype matched control antibody (IgG) (one i.p. injection of 1.5mg/mouse) and tested for cognitive performance using T maze. WT littermates treated with anti-PD-1 (n=5) or with anti-PD-L1 (n=4) performed similarly to IgG control treated mice (n=5). Untreated WT littermates (n=5) were used as an additional control group.

**Supplementary Figure 7. Blockade of PD-L1 rescues cognitive performance in DM-hTAU mice.**

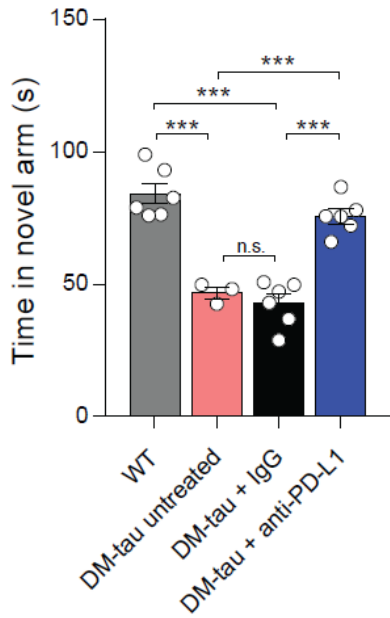

**Supplementary Figure 7. Blockade of PD-L1 rescues cognitive performance in DM-hTAU mice.** Male and female mice DM-hTAU mice (average cohorts aged 8 months) were treated with anti-PD-L1 (n=6) or with IgG control (n=6) (one i.p. injection of 1.5mg/mouse) and compared to untreated DM-hTAU littermates (n=3), using the T maze task 1 month after the treatment. WT littermates (n=6) were used as an additional control group.

**Supplementary Figure 8. Single cell RNA-seq reveals heterogenous population of infiltrating monocytes.**

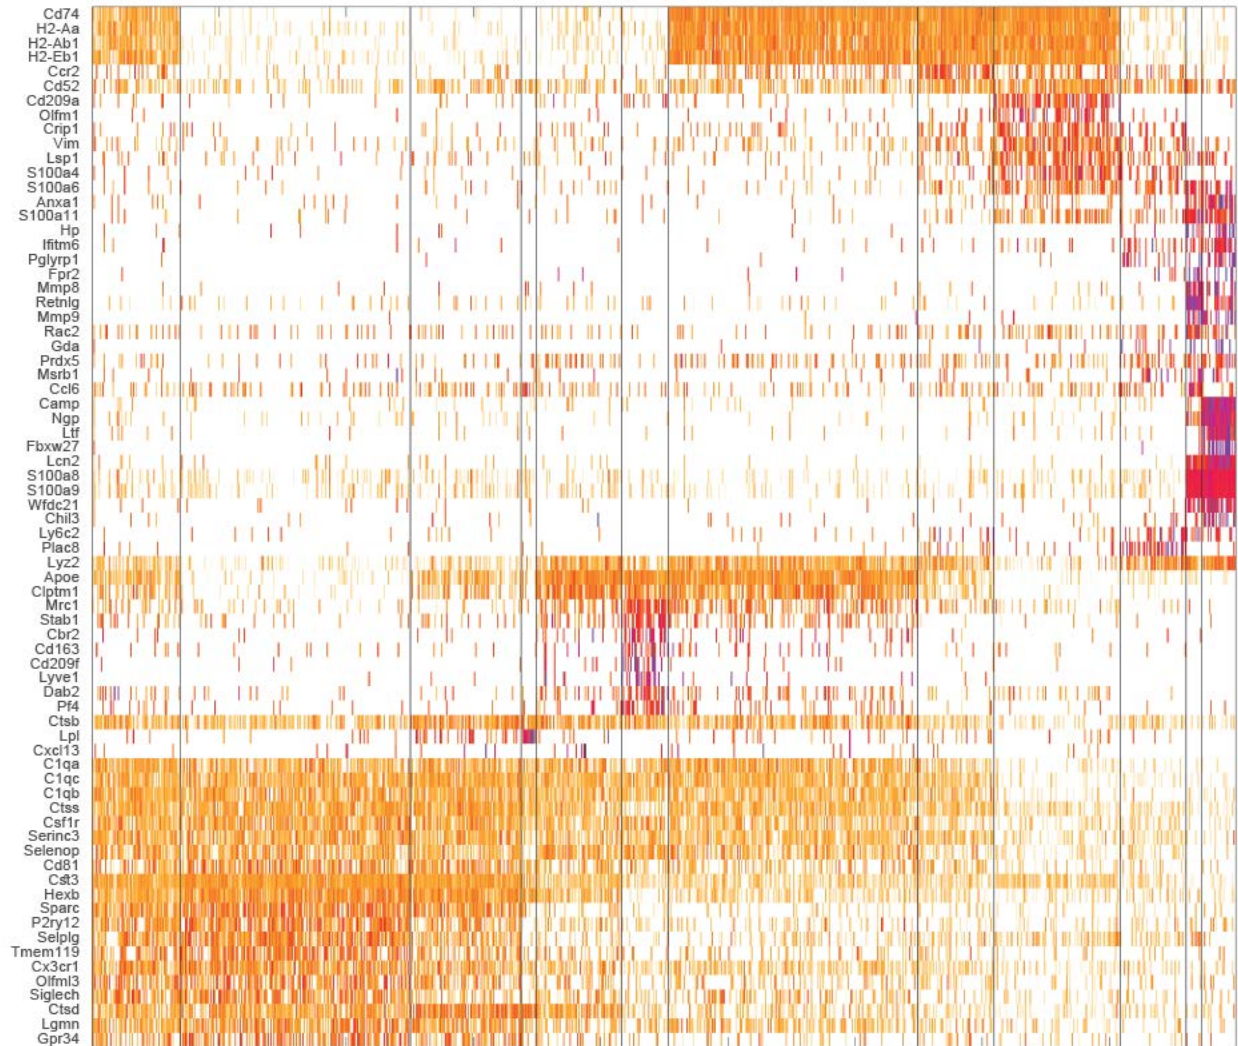

**Supplementary Figure 8. Single cell RNA-seq reveals heterogeneous population of infiltrating monocytes.** Heatmap showing the most differentially expressed genes in clustering of 899 cells into 12 clusters (metacells). Colors represent normalized log2 UMI count per gene.

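The clusters were led by different genes, and their sums of MHC class II and interferon response genes, which were not tested, ranged widely. A cluster of 88 cells without a name was led by the lipoprotein lipase gene Lpl, the chemokine genes Ccl4 and Ccl3, Spp1, Ctsl and Ctsd. An unnamed cluster of 82 cells was led by C4b, Clptm1, Ccl12, Ccl8, Mrc1 and F13a1, and an unnamed cluster of 49 cells by Plac8, Ly6c2, Il12b, Gzma and Xcl1, of which the last 3 came from few cells. The microglia-like clusters were led by P2ry12, Sparc and Tmem119, by Adgrg1, Sparc and Gpr34, and, in the cluster of high Cd74 level, by Guk1, Tmem165 and Wdr18. The Pf4 macrophage-like cluster was led by Cxcl13, Lyve1, Cd209f, Stab1, Mrc1, Cbr2, Dab2, Cd163 and Pf4, with the 129 Cxcl13 UMIs in 4 of its cells, the dendritic cell-like cluster by Cd209a, S100a4, Vim, Olfm1, Napsa and Ccl17, and the neutrophil-like cluster by S100a8, S100a9, Ngp and Camp. A gene that leads a cluster took part in forming it unless it belongs to a tested list, so leading genes describe the clusters and are not tests.
The 10 MHC class II genes summed to 513 UMIs per 10000 in the unnamed cluster of 82 cells, 484 in MHC class II macrophage-like, 464 in dendritic cell-like and 416 in monocyte-like cells, and to 58.2 in Pf4 macrophage-like cells. The interferon response genes were highest in monocyte-like cells, at 41.4 per 10000, against 23.6 in MHC class II macrophage-like, 18.9 in Pf4 macrophage-like and 12.4 in microglia-like cells. Genes of the cell cycle summed to 5.39 in monocyte-like, 2.25 in microglia-like and 1.30 in macrophage-like cells. Immediate early and dissociation genes, which can rise while cells are prepared, summed to 38.4 in macrophage-like, 30.4 in microglia-like and 11.4 in neutrophil-like cells.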

How the deposited data were processed for this re-analysis (not part of the article)

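Single cells sorted as CD45highCD11bhigh from the brains of DM-hTAU mice were profiled by MARS-seq in 5 libraries, all labelled anti-PD-L1 and 9 months of age. The tissue is brain in the labels and in the paper, but the preparation described with the labels is of thymus and small intestine; the paper's methods were followed. The labels describe a single group, so no result compares treatments, and the planned comparison of treatments within the wells, with its DESeq2 alternative, was not run because no well carries a treatment. The paper's text speaks of cells from IgG2b-treated and anti-PD-L1-treated mice and its figure legend of anti-PD-L1-treated mice only. The libraries are treated as replicates, and nothing ties them to separate mice.

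The authors deposited raw UMI counts per gene and well, without normalization. Their methods give demultiplexing, mapping and filtering of reads to UMIs as in earlier work of the group. The submitters' processing notes name bcl2fastq 2.15.0.4 and the genome build mm10 (GRCm38); the aligner is not given in the sources used here. The tables hold 52634 rows, of which 92 are ERCC spike-ins, and 16856 genes had at least 1 UMI. The gene coordinates were taken from the GENCODE annotation of GRCm38. Some rows hold transcripts that share sequence with others: Gm42418 took 5.13% of UMIs, Gm26917 3.88%, mt-Rnr2 5.44% and mt-Rnr1 2.33%. Rpsa-ps10, a pseudogene whose counts are uncertain because they can be shared with its parent gene, was higher in all macrophage-like against microglia-like cells (log2 fold change 1.45, adjusted p = 0.0378 from edgeR).

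Of 1920 wells, 1900 held a cell and 20 were empty. Cells with at least 500 UMIs were kept, without an upper limit and without a mitochondrial filter; the paper's text gives no filter on cells. The kept cells number 825, and the median is 1015 UMIs per cell. Doublets were excluded in the sort by the authors, and no caller was run. For clustering, counts were scaled to the median depth and log-transformed, 1000 variable genes were chosen within library, and 20 principal components, a graph of k = 50 neighbours, as in the paper's k, and Leiden clustering were used. The resolution was raised from 1 in steps of 0.5 until at least 12 clusters were found, at 2.5. Left out of the clustering were ERCC, mitochondrial, ribosomal protein and haemoglobin genes and the 191 genes of the 11 tested lists. The paper used MetaCell, which was not used here. A cluster took the name of the class with the largest mean log2 fold of its detected markers, among classes with at least 3 markers raised 2-fold. It stayed without a name where it held fewer than 10 cells, or where another class had more markers among its 10 leading genes.

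The cell type markers, the tested lists and the rule for named genes were fixed before the data were examined; the genes of Fig. 5j and Supplementary Fig. 8 had been seen in the paper's figures. The naming lists are those of microglia, Pf4 macrophages, MHC class II macrophages, monocytes, neutrophils, dendritic cells, T or NK cells, B cells, mast cells or basophils, astrocytes, oligodendrocytes, neurons, endothelial cells and erythrocytes. The tested lists are the Fig. 5j genes, scavenger and uptake receptors, inflammatory cytokines and chemokines, anti-inflammatory and repair genes, growth factors, complement, PD-1 pathway and other checkpoints, disease-associated microglia genes, border macrophage genes, recruited monocyte genes and microglia identity genes. Genes of MHC class II, interferon response, cell cycle and immediate early and dissociation response were summed per cluster only. The named genes are the 12 of Fig. 5j, those named in the single-cell text, Il10, Tnf, Il6, Il12b, Il1b, Cd274, Pdcd1 and Pdcd1lg2, up to 4 members of each tested list, and the 10 largest rises and falls of each comparison among genes past the threshold and changed the same way in every library. Genes named as leading a cluster, and Ccl3, Ccl4, Clptm1, Gzma and Xcl1, were chosen after their values were seen. A leading gene of the microglia-like cells is not reported here.

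Some choices were made after the data were seen. The variability measure used first gave clusters led by rare genes and was replaced by the variance of Pearson residuals; levels of Msr1, Mrc1, Lyve1, Apoe, Cd209a and Igf1 by cluster were in view at that time, over 2 measures and 5 settings. The rule on the 10 leading genes and the minimum of 10 cells were also set after the clusters were seen, with the Msr1 level of the cluster of 82 cells known, and that rule leaves this cluster without a name. The first measure and the naming without that rule are kept among the alternatives.

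The comparisons between classes used edgeR 4.0.16 (quasi-likelihood test, TMM factors, robust fit) in R 4.3.3 on UMI counts summed per library and class, with the library as a block because both sums of a library come from the same plate; sums of fewer than 5 cells were left out, and p-values were adjusted by the Benjamini-Hochberg method over genes not used in the clustering at a threshold of 0.05. Macrophage-like is the union of the Pf4 and MHC class II macrophage-like clusters. Ratios of UMIs carry exact intervals from the counts, shares exact Clopper-Pearson binomial intervals of 95%, and a count of 0 a floor of 3 counts; intervals cover counting error only. Shares of cells with a UMI are also given after thinning each cell to 500 UMIs. The scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9.

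The tests were checked on simulated data with 200 genes changed. Shares recovered are of the changed genes that were tested. In macrophage-like against microglia-like cells, a 4-fold change was recovered for 88.2% of 85 such genes, with 910 genes tested. In Pf4 macrophage-like against microglia-like cells it was recovered for 79.3% of 87, with 805 tested. Against other macrophage-like cells it was recovered for 97.9% of 96, with 340 tested. A 2-fold change was recovered for 19.5% of 82, 18.2% of 88 and 51.1% of 94 in the same order. Of 93, 91 and 144 calls, 2, 6 and 2 were false. The simulation used a single spread for all genes of a comparison. The shares recovered may therefore be too high for the real data, where the size of some differences depended on the library. Of cells simulated as 3 types, fewer than the classes named in the data, 93.7% were named right.

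The alternatives changed the minimum of UMIs, the mitochondrial filter, the cells with the most UMIs, the number of neighbours, the genes allowed in the clustering, the tool (DESeq2 1.42.0), the scaling, the gene filter, the block, the minimum of cells per sum and the libraries included; the closing section gives their effect.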

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

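The test of the Clptm1 pattern by class and that by library were both chosen after the result was seen. Of 25 measures examined over the 5 libraries, 3 had a library farther from the others than Dixon's critical value of 0.71 allows, and chance gives about 1 in 20 groups. The median mitochondrial share of the kept cells was lowest in library AB5864, at 6.89%, where the next was 8.94% and the highest 9.64%. Cd209a stood at 3.86 UMIs per 10000 in the microglia-like cells of library AB5864, from 9 UMIs, where the next library had 0.690. Cd209f stood at 0.507 UMIs per 10000 in the microglia-like cells of library AB5865, from 6 UMIs. The next library had 0.0766, from 1 UMI, and the remaining libraries had 0.

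Signals appeared in genes that the paper shows in a heat map without discussing them, or does not report. Il12b averaged 0.490 UMIs per cell in the unnamed cluster of 49 cells, with all 24 UMIs in 1 cell. Gzma averaged 0.449 and Xcl1 0.408 UMIs per cell in the same cluster, with 22 and 20 UMIs in 3 cells each.

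Clptm1, which lies near Apoe on chromosome 7, averaged 6.45 UMIs per cell in Pf4 macrophage-like cells, with 445 UMIs in 65 of 69 cells, and its UMIs followed those of Apoe across classes. A misassignment of Apoe transcripts at the same rate in every library is argued against by the ratio of Clptm1 to Apoe UMIs, which was 32.0 per 100 in library AB5865 and 2.21 in library AB5863, 14.5 times apart. Within a library the ratio differed between classes by at most 2.50 times. This was between microglia-like (4.02 per 100) and unnamed cells (1.61) of library AB5863, from few counts. In library AB5865, with the most Clptm1 UMIs, it was 32.5 per 100 in microglia-like and 32.5 in Pf4 macrophage-like cells. It was 33.1 in MHC class II macrophage-like, 32.1 in unnamed and 30.7 in monocyte-like cells. Dendritic cell-like cells had 18.5 (interval 8.41 to 36.7), from 10 Clptm1 UMIs. Ratios this close are what Apoe transcripts counted for Clptm1 at a rate set by the library would give. Transcription of Clptm1 in step with Apoe was not tested, so the explanations cannot be told apart. No biological explanation was tested, since the libraries share a single condition.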

How the results depend on the processing

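The variability measure and the rule on the 10 leading genes used for the results were themselves set after the data were seen; the first measure and the naming without that rule are the earlier forms, kept as alternatives. The clustering without Gm42418 and Gm26917 and the leaving out of microglia-like clusters with high Cd74 are alternatives chosen after seeing the data. Over 38 levels of genes, 513 of 564 values under the alternatives moved by less than the spread between libraries and 51 by more. These counts do not speak for the shares of the classes, whose changes are given below. Of the named genes past the threshold, 17 in macrophage-like against microglia-like cells kept direction and call in 190 of 252 gene and setting pairs and lost the call in 62; 23 in Pf4 macrophage-like against microglia-like cells kept both in 303 of 360 and lost the call in 57; 13 against other macrophage-like cells kept both in 163 of 212, lost the call in 47 and reversed in 2. The reversals are Mgl2, at 0.36 with the tested lists in the clustering and 0.42 without Gm42418 and Gm26917. Some kept pairs could not change, since the setting repeats the main sums. Leaving out AB5863 or AB5867 does so in every comparison. Leaving out AB5864 and at least 10 cells per sum do so in both Pf4 macrophage-like comparisons. So do the naming without the rule, against microglia-like cells, and leaving out microglia-like clusters with high Cd74, against other macrophage-like cells. The cause was not tested for any change below unless it is stated. Depth limits the genes tested: Msr1 stayed under the filter, and the cells per class set the sums.

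Genes higher in macrophage-like against microglia-like cells (9) were 17 at 300 UMIs, 2 at 1000 UMIs, 14 without the top 2% of cells, 1 with the tested lists in the clustering, 99 with the first measure, 5 without Gm42418 and Gm26917, 2 with DESeq2, 2 without the filter, 4 with no replicate block, 44 with at least 10 cells per sum, 17 with clustering genes included and 0 to 44 with a library left out. Genes lower (19) were 1 at 1000 UMIs, 10 with at most 20% mitochondrial UMIs, 5 with the tested lists, 100 with the first measure, 7 without Gm42418 and Gm26917, 7 with DESeq2, 29 with RLE factors (10 higher), 3 without the filter, 10 with no replicate block, 45 with at least 10 cells, 46 with clustering genes and 0 to 45 with a library left out; with AB5865 or AB5876 left out edgeR called 0 (5 and 9 higher, 6 and 13 lower unadjusted), and without AB5864 44 and 45. The setting with no replicate block had 5 libraries, 8 sums and 446 genes tested. The main setting had 3, 6 and 871, so more than the block changed. DESeq2 called 9 of the 28 genes and no others. Other settings called different genes: 11 of the 28 were among 43 called at 300 UMIs, and 6 among 17 with at most 20% mitochondrial UMIs.

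Genes higher in Pf4 macrophage-like against microglia-like cells (23) were 6 at 300 and 6 at 1000 UMIs, 10 with the first measure, 3 without Gm42418 and Gm26917, 8 with DESeq2, 11 without the filter, 13 with no replicate block and 46 with clustering genes. Genes lower (16) were 7 at 1000 UMIs, 25 without the top 2%, 3 with the first measure, 3 without Gm42418 and Gm26917, 0 with DESeq2 (13 unadjusted), 3 with no replicate block and 60 with clustering genes. Against other macrophage-like cells, genes higher (16) were 9 at 300 UMIs, 0 at 1000 UMIs (14 unadjusted in edgeR), 26 without the top 2%, 7 at k = 15, 9 with the first measure, 0 without Gm42418 and Gm26917 (12 unadjusted in edgeR), 3 with DESeq2, 4 without the filter and 26 with clustering genes. Genes lower (3) were 0 at 1000 UMIs, 8 with at most 20% mitochondrial UMIs, 10 without the top 2%, 42 with the tested lists, 5 with the first measure, 0 without Gm42418 and Gm26917, 0 with DESeq2, 9 with RLE factors and 8 with clustering genes. In Pf4 macrophage-like against microglia-like cells, the setting with no replicate block had 5 libraries, 7 sums and 423 genes tested. The main setting had 2, 4 and 834, so more than the block changed. Without AB5865 or AB5876 both Pf4 macrophage-like comparisons have 1 library left and no test. Similar counts can hide a change of genes. With the tested lists in the clustering, 28 genes were higher and 20 lower in Pf4 macrophage-like against microglia-like cells. Only 7 of the 39 main calls were among these 48, and 5 of 19 among 60 against other macrophage-like cells.

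Cells kept (825) were 1184 at 300 UMIs, 420 at 1000 UMIs and 511 to 757 with a library left out, by construction. The microglia-like share (33.4%) was 23.9% at 1000 UMIs, 24.8% without the top 2%, 21.6% with the first measure and 25.1% without Gm42418 and Gm26917. The Pf4 macrophage-like share (5.40%) was 15.2% without Gm42418 and Gm26917. The MHC class II macrophage-like share (7.33%) was 17.1% at 300 UMIs, 18.6% with at most 20% mitochondrial UMIs, 17.6% at k = 15, 16.0% with the tested lists and 16.0% with the other naming. The monocyte-like share (4.43%) was 0 at 1000 UMIs, with at most 20% mitochondrial UMIs, without the top 2%, with the tested lists and with the first measure; the dendritic cell-like share (13.1%) was 0 at 1000 UMIs. Msr1 in macrophage-like cells (0.123 UMIs per cell) was 0.321 at 1000 UMIs, and in microglia-like cells (0.0317) 0 at 300 and 1000 UMIs, without the top 2% and without the clusters with high Cd74. The empty-well median (7.5) was 52 in wells under 100 UMIs. The comparison of treatments within the wells and its DESeq2 alternative were not run, since no well carries a treatment.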

Differences from the paper's values

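The paper's values of Fig. 5j, read by eye for its cluster 6, were set beside the Pf4 macrophage-like cluster, which shares the markers Cbr2, Dab2 and Pf4 with it; the clusters were rebuilt here by another method, and a difference may come from that. Values are said to differ when the larger is more than 1.5 times the smaller and they lie farther apart than the SD between libraries under that setting, or, for Msr1, on the first condition alone; so a value can cease to differ because the SD is larger. Mean UMIs per cell of Msr1 were 0.188 here and about 0.74 in the paper's Fig. 5j, and all alternatives set before the data were examined differ too, with the nearest at a minimum of 1000 UMIs (0.324). Apoe was 29.8 here and about 19 in the paper's Fig. 5j; at a minimum of 300 UMIs (22.1) and with the tested lists in the clustering (20.1) it does not differ, and under the others it does, while an alternative chosen after seeing the values, without Gm42418 and Gm26917 in the clustering, gives 25.3. Cd163 was 0.681 here and about 1.6 in the paper's Fig. 5j, Cd209a 0.246 and about 0.7, and Cd209f 0.652 and about 1.9, and these differ under all alternatives set before the data were examined. Lyve1 was 0.725 here and about 1.2 in the paper's Fig. 5j, and does not differ without library AB5865 (0.943). At a minimum of 1000 UMIs it was 0.703, farther from the paper's value, but within the larger SD of 0.715 (0.399 in the main setting). Stab1 was 1.84 here and about 3 in the paper's Fig. 5j, and does not differ at a minimum of 1000 UMIs (2.11) or without library AB5863 (1.87), AB5864 or AB5876 (2.47). With at most 20% mitochondrial UMIs (1.78) and without the 2% of cells with the most UMIs (1.79) it lay farther from the paper's value, but within the larger SDs of 1.37 and 1.22 (1.14 in the main setting). Mrc1 was 2.59 here and about 3.9 in the paper's Fig. 5j, and does not differ at a minimum of 1000 UMIs (3.11) or without library AB5863 (2.63), AB5864 (2.64) or AB5865 (2.83).

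The paper's Fig. 5j shows Msr1 highest in its cluster 6. Here the highest mean UMIs per cell were in monocyte-like cells, the deepest class; per 10000 UMIs the unnamed cluster of 82 cells was highest (2.13), before monocyte-like (1.72) and Pf4 macrophage-like cells (1.61), and after thinning the share of cells with a Msr1 UMI was 6.94% in Pf4 macrophage-like and 6.29% in monocyte-like cells. Among classes, with all unnamed clusters pooled, monocyte-like cells had the highest mean per cell in all 6 of 11 settings in which a cluster was named monocyte-like; in the 5 without such a cluster, Pf4 macrophage-like cells had it in 4 and MHC class II macrophage-like cells in 1. Of the other genes of Fig. 5j, Cd163, Igf1, C4b, Vcam1, Lyve1, Stab1, Mrc1 and Cd209f were highest in Pf4 macrophage-like cells in 11 of 11 settings by the same measure of pooled classes, Apoe in 9, Siglec1 in 7 and Cd209a in 0. Among the 11 settings, the naming without the rule on leading genes and the setting without microglia-like clusters with high Cd74 keep the main Pf4 macrophage-like and monocyte-like clusters. Their values for these classes repeat those of the main setting. By single cluster, C4b was highest in the unnamed cluster of 82 cells (0.683 UMIs per cell, against 0.667 in Pf4 macrophage-like cells). The paper describes Msr1 as expressed uniquely by the infiltrating macrophages. Here 8 Msr1 UMIs lay in a microglia-like cluster of 58 cells with high Cd74, in which 5 of 12 microglia markers were raised (12 and 11 in the other microglia-like clusters), so its name is less sure, and 0 in microglia-like cells at minimums of 300 and 1000 UMIs and without the 2% of cells with the most UMIs. The paper names Siglec1 among genes expressed uniquely by these macrophages. The adjusted p of Siglec1 was 0.0578 from edgeR, and 5 of 14 alternatives called it higher in Pf4 macrophage-like than in microglia-like cells. The 14 include settings that repeat the main sums and so could not change the call. These are leaving out AB5863, AB5864 or AB5867, at least 10 cells per sum and the naming without the rule on leading genes.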

Other observations

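The tests of a border macrophage-like rather than recruited monocyte-like state and of cells at matched depth were chosen after the result was seen. Among the cells without a name, a cluster of 88 cells held the highest sum of disease-associated microglia genes, 248 UMIs per 10000, against 147 in microglia-like and 120 in Pf4 macrophage-like cells. It averaged 1.07 UMIs per cell of Ccl3 and 0.920 of Ccl4, chemokines that attract leukocytes, with the Ccl4 UMIs in 14 of 88 cells. Its microglia identity genes summed to 61.8 per 10000, between 110 in microglia-like and 52.3 in macrophage-like cells. Monocyte-like cells averaged 2.50 UMIs per cell of Cxcl9 and 1.05 of Cxcl10, chemokines induced by interferon, against 0.115 and 0.0317 in microglia-like cells, with Cxcl9 UMIs in 16 and Cxcl10 UMIs in 9 of 56 cells.

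The unnamed cluster of 82 cells had 586 UMIs per 10000 of MHC class II macrophage markers and 23.3 of Pf4 macrophage markers, against 12.7 of the latter in MHC class II macrophage-like cells. Its border macrophage genes summed to 40.3 per 10000, against 79.8 in Pf4 macrophage-like and 24.8 in MHC class II macrophage-like cells. Recruited monocyte genes summed to 111 per 10000 in dendritic cell-like, 58.6 in monocyte-like, 26.7 in MHC class II macrophage-like and 10.9 in Pf4 macrophage-like cells.

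Pf4 macrophage-like cells, a class named from macrophage markers that can vary together with border macrophage genes, carried such genes. Their 2 tested recruited monocyte genes were lower than in other macrophage-like cells in edgeR, and 0 were in DESeq2. Against microglia-like cells, 0 of 4 tested recruited monocyte genes were lower. Whether genes that the study chose on these cells carry the border macrophage pattern stays open. Without them the 14 remaining border macrophage genes had a median log2 fold change of 2.69 against other macrophage-like cells, 11 of them positive, and the 20 recruited monocyte genes a median of -2.26, 18 of them negative, with a permutation p of 1e-05, the smallest that 100000 permutations can give. This met the bound set beforehand, but the bound did not allow for genes near the floor. Of the 14 and 20 genes, 5 and 6 had a sum of 0 in a class. With a floor of 3 counts for these, the medians were 1.82 and -0.86, over the 13 and 17 genes with a ratio or a bound. Only 3 and 2 pass the count filter. RNA released from other cells stays open as a part of the pattern. Neutrophil-like cells held 15.2% (interval 10.4 to 21.6%) of the level in Pf4 macrophage-like cells. The interval reaches past the bound of 20% set beforehand. As the whole cause, released RNA is argued against by this interval, from 33 and 646 UMIs, which ends far below an equal level. These classes came partly from different libraries, with 17 of the 33 neutrophil-like cells from library AB5864. A state like that of border macrophages stays open too, since the same few genes decide it. The border macrophage gene Mgl2 was lower than in other macrophage-like cells, though its direction reversed in 2 alternatives. The design gives no tracing of where the cells came from.

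Of the 69 Pf4 macrophage-like cells, 65 came from libraries AB5865 and AB5876, which also had the most UMIs. Fewer UMIs per cell are argued against as the whole cause: among cells of 500 to 1000 UMIs, Pf4 macrophage-like cells made up 12.9% in library AB5876 and 17.4% in library AB5865, against 2.12% in the shallower libraries together (upper limit 5.33%). A lower yield per well stays open: after the wells of libraries AB5865 and AB5876 were thinned to the depth of the shallower ones, the shares were 6.77% and 7.47%, against 1.77% (upper limit 4.47%), from 6 cells each. Mice or sorts that differ between libraries were not tested, because the labels name neither.

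In macrophage-like against microglia-like cells, the real split of the 6 sums called 28 genes and the highest of the other splits called 5. With 1 of 10 splits as large, the splits are too few for a share under 0.05. Only some of the 10, the real split and that with 5 genes among them, part the sums of every library. The others are not comparable with the real split, so fewer than 10 bear on the question.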
